# Altered pattern of circulating miRNAs in HIV lipodystrophy perturbs key adipose differentiation and inflammation pathways

**DOI:** 10.1172/jci.insight.150399

**Published:** 2021-09-22

**Authors:** Suman Srinivasa, Ruben Garcia-Martin, Martin Torriani, Kathleen V. Fitch, Anna R. Carlson, C. Ronald Kahn, Steven K. Grinspoon

**Keywords:** AIDS/HIV, Endocrinology, Adipose tissue

## Abstract

We identified a microRNA (miRNA) profile characterizing HIV lipodystrophy and explored the downstream mechanistic implications with respect to adipocyte biology and the associated clinical phenotype. miRNA profiles were extracted from small extracellular vesicles (sEVs) of HIV-infected individuals with and without lipodystrophic changes and individuals without HIV, among whom we previously showed significant reductions in adipose *Dicer* expression related to HIV. miR-20a-3p was increased and miR-324-5p and miR-186 were reduced in sEVs from HIV lipodystrophic individuals. Changes in these miRNAs correlated with adipose *Dicer* expression and clinical markers of lipodystrophy, including fat redistribution, insulin resistance, and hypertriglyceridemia. Human preadipocytes transfected with mimic miR-20a-3p, anti–miR-324-5p, or anti–miR-186 induced consistent changes in latent transforming growth factor beta binding protein 2 (*Ltbp2*), *Wisp2*, and *Nebl* expression. Knockdown of *Ltbp2* downregulated markers of adipocyte differentiation (*Fabp4*, *Ppar*γ, *C/ebpa*, *Fasn*, *adiponectin*, *Glut4*, *CD36*), and *Lamin C*, and increased expression of genes involved in inflammation (*IL1****β*, *IL6*, and *Ccl20*). Our studies suggest a likely unique sEV miRNA signature related to dysregulation of *Dicer* in adipose tissue in HIV. Enhanced miR-20a-3p or depletion of miR-186 and miR-324-5p may downregulate *Ltbp2* in HIV, leading to dysregulation in adipose differentiation and inflammation, which could contribute to acquired HIV lipodystrophy and associated metabolic and inflammatory perturbations.

## Introduction

HIV lipodystrophy is the most prevalent form of acquired lipodystrophy (1). The altered fat distribution seen in HIV lipodystrophy has significant implications for metabolic risk, including cardiovascular disease (2, 3) and nonalcoholic fatty liver disease (4), which are leading contributors to morbidity and mortality in HIV. Individuals with HIV lipodystrophy can present with lipohypertrophy, with increased fat in the abdomen, viscera, and dorsocervical areas, and/or lipoatrophy, with loss of fat in the face, extremities, and subcutaneous depots. These changes are usually associated with insulin resistance, metabolic dysregulation, and inflammation. The pathogenic mechanisms of HIV lipodystrophy remain unclear. While HIV lipodystrophy was initially attributed to antiretroviral-mediated toxic effects on adipocytes, there is an increasing appreciation that the HIV and its related proteins may have direct effects on key metabolic and inflammatory pathways that may impact adipose function (5). Recent progress by our group has focused on a mechanistic hypothesis for adipose dysfunction and metabolic changes in HIV, relating to the dysregulation of *Dicer* (6), an integral protein in the microRNA (miRNA) processing pathway, and its subsequent effects on critical miRNAs regulating adipogenic pathways (7, 8).

miRNAs have important regulatory functions in adipose tissue biology. Indeed, mice lacking *Dicer* in adipocytes (Adiponectin-Cre+ *Dicer*^fl/fl^; a*Dicer-*KO) display a marked biological dysregulation of multiple miRNAs and mRNA targets associated with lipodystrophy and demonstrate a phenotype composed of multiple metabolic alterations, including insulin resistance, mitochondrial dysfunction, signs of oxidative stress, fatty liver, and premature mortality (8, 9). These phenotypic changes in the a*Dicer*-KO mice closely resemble those seen in the lipodystrophy associated with HIV (8). Interestingly, expression of *Dicer* in subcutaneous adipose tissue is markedly reduced in individuals with HIV lipodystrophy, providing a mechanistic link for overlapping metabolic features between HIV lipodystrophy and the a*Dicer*-KO mice (6, 8).

Given the downregulation of adipose *Dicer* in individuals with HIV lipodystrophy, a human physiological model that complements the animal data from the complete genetic knockout, we sought to explore whether these individuals with lipodystrophy demonstrated alterations in circulating miRNAs that might underlie the metabolic alterations in lipodystrophy (3, 10–12). Adipose tissue is a major contributor to the circulating miRNAs carried by small extracellular vesicles (sEVs), which have regulatory functions in distant tissues (13, 14). Building on prior work (13), we now comprehensively assess circulating miRNAs in individuals with HIV and lipodystrophy, individuals with HIV without lipodystrophy, and matched uninfected individuals and perform functional studies to investigate the subsequent effects of altered miRNAs on adipose tissue. We characterize a unique pattern of differentially regulated sEV miRNAs, which we show to have important gene targets in adipocytes, affecting critical adipogenic and inflammatory pathways. Thus, the current investigation identifies a potentially novel mechanism for acquired HIV lipodystrophy, highlighting key downstream consequences of reduced *Dicer* expression, systemic dysregulation of key miRNAs, and subsequent effects of altered miRNAs on genes affecting adipose regulation.

## Results

### Altered body composition and reduced adipose Dicer expression seen in HIV lipodystrophy.

To address the role of the miRNA processing pathway in the metabolic alterations caused by HIV infection, we first studied a cohort of individuals with HIV displaying lipodystrophy, individuals with HIV and no lipodystrophy, and uninfected individuals without HIV. As shown in Table 1, age and race were similar upon stratification into 3 groups (HIV/lipo, HIV/nonlipo, non-HIV). Dorsocervical adipose tissue area was largest in the HIV/lipo group and smallest in the non-HIV group (*P* < 0.004). These dorsocervical adipose tissue measurements obtained by imaging confirmed our clinical assessment for lipodystrophy in which participants with lipodystrophy were recruited for presence of increased dorsocervical fullness (Table 1). In addition, we confirmed using dual-energy X-ray absorptiometry (DXA) that limb fat (6345.4 ± 975.2 vs. 8679.7 ± 816.9 g, *P* = 0.04 by 1-way ANOVA) was lower in the HIV lipodystrophic versus HIV nonlipodystrophic phenotypes, suggesting evidence of peripheral lipoatrophy as would be expected in lipodystrophy. As previously described (6), *Dicer* expression, as determined by quantitative PCR (qPCR), was most reduced among HIV/lipo, followed by HIV/nonlipo and non-HIV (2.49[0.02, 4.88] vs. 11.20[4.83, 21.45] vs. 17.69[10.72, 47.91], median and IQR, *P* = 0.002) (Table 1). HIV-related characteristics among HIV/lipo participants and HIV/nonlipo participants differed by duration of HIV infection (24 ± 2 vs. 18 ± 3 years, *P* = 0.07), duration of ART (20 ± 2 vs. 11 ± 2 years, *P* = 0.007), duration of protease inhibitor use (16 ± 3 vs. 9 ± 2 years, *P* = 0.08), and CD8^+^ count (725 ± 115 vs. 1260 ± 164 cells/μL, *P* = 0.02) (all ranges show mean ± SEM). Overall, both HIV groups demonstrated good immunological control based upon CD4^+^ count and had similar viral loads. Respiratory quotient determined by indirect calorimetry was lowest among the non-HIV participants (Table 1). Among the HIV participants, *Dicer* expression was significantly related to CD8^+^ *P* *=* 0.51, *P* = 0.03) count and inversely to duration of ART (*P* *=* –0.60, *P* = 0.009).

### Altered pattern of circulating sEV-carried miRNAs in HIV lipodystrophy associated with reduced adipose Dicer expression.

As we have previously demonstrated, reduced adipose tissue *Dicer* in mice leads to changes in the expression levels of circulating sEV miRNAs (13). Given the reduction in adipose *Dicer* expression in HIV patients with lipodystrophy, we addressed whether circulating sEV miRNAs were also changed in these individuals. To do so, we isolated serum sEV using differential centrifugation protocol (15) from HIV/lipo, HIV/nonlipo, and non-HIV participants (Figure 1A). This protocol led to vesicles in the expected range for exosomes (50–200 nm), enriched in the sEV markers CD63 and TSG101, while depleted from the cellular marker calnexin (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.150399DS1). As shown in Figure 1B, each group (non-HIV, HIV/nonlipo, and HIV/lipo) displayed a distinct circulating sEV miRNA profile. Comparing the HIV/lipo and non-HIV participants, the levels of 7 sEV miRNAs were significantly upregulated while 12 were downregulated (Figure 2, A and B). In the comparison of HIV/nonlipo with non-HIV, 30 sEV miRNAs were significantly upregulated and 27 were downregulated (Figure 2, A and B). The miRNA profile of HIV participants with lipodystrophy was also compared with HIV participants without lipodystrophy. In this comparison, the expression of 33 miRNAs was significantly upregulated and 35 downregulated (Figure 2, A and B). Interestingly, although additional changes did not reach statistical significance, expression of many different miRNAs was generally decreased in the HIV/lipo group as observed by the left shift in the base of the volcano plots shown in Figure 2A and the bluish tone of the upper half column for HIV/lipo in the heatmap displayed in Figure 2B. This observation is in line with a previous observation from our group (13) and highlights that many of the differentially expressed miRNAs were downregulated. Thus, HIV infection either with or without lipodystrophy leads to significant changes in multiple circulating sEV miRNAs. Decreases in the circulating sEV miRNA population were also seen that specifically associated with lipodystrophy.

The top differentially regulated miRNAs are shown in Figure 2B and can be clustered in 3 major groups: sEV miRNAs reduced in HIV lipodystrophy, others reduced in HIV without clinical evidence of lipodystrophy, and others elevated in HIV regardless of a lipodystrophy presentation. Assessing for differences using a more stringent statistical approach (FDR < 0.05) revealed miR-20a-3p, miR-324-5p, and miR-186 as the top changed miRNAs. Notably, miR-20a-3p showed a stepwise progression and was significantly elevated in HIV/nonlipo compared with non-HIV and even further elevated in HIV/lipo (Figure 2C). In contrast, miR-324-5p and miR-186 were specifically downregulated in the HIV/lipo group compared with the other groups (Figure 2C). Among all participants, upregulation of miR-20a-3p correlated with downregulation of miR-324-5p (ρ = –0.71, *P* = 0.002) and miR-186 (ρ = –0.74, *P* = 0.002). In addition, downregulation of miR-324-5p correlated with downregulation of miR-186 (ρ = 0.54, *P* = 0.006) (Table 2). Interestingly, expression of these circulating miRNAs in sEVs correlated significantly to adipose *Dicer* expression among all participants (miR-20a-3p, ρ = –0.61, *P* = 0.01; miR-324-5p, ρ = 0.39, *P* = 0.05; miR-186, ρ = 0.53, *P* = 0.008) (Table 3) and also strongly correlated with dorsocervical adipose tissue area (our clinical measure of lipodystrophy) (Table 3). Levels of miR-20a-3p correlated with respiratory quotient (ρ = –0.64, *P* = 0.008), triglycerides (ρ = 0.52, *P* = 0.04), insulin (ρ = 0.67, *P* = 0.005), and HOMA-IR (ρ = 0.50, *P* = 0.047), while miR-186 related to reduced CD4^+^ cell count (ρ = 0.55, *P* = 0.04) (Table 3). Taken together, these data suggest that the alteration in the levels of circulating sEV-carried miRNAs, i.e., miR-20a-3p, miR-186, and miR-324-5p, might serve as markers for the degree of lipodystrophy among individuals with HIV.

### Altered pattern of circulating sEV-carried miRNAs in HIV lipodystrophy is concordant with changes in aDicer-KO mice and transfection with Dicer siRNA.

sEVs were isolated from the pooled serum — each sample corresponds to the serum of 3 mice, mixed female and male (2:1) control mice (Adiponectin-Cre-*Dicer*^fl/fl^) and a*Dicer*-KO mice (10–16 weeks old) — by standard ultracentrifugation protocol and subjected to RNA isolation. qPCR revealed miR-20a-3p was detectable in 2 of the 3 a*Dicer*-KO mice and none of the 5 control mice (Figure 3A). We have previously reported on reduced miR-186 and miR-324-5p in a*Dicer*-KO mice (13). In addition, we have now performed silencing transfection of preadipocytes with *Dicer* siRNA. miR-20a-3p was significantly upregulated compared with control siRNA (Figure 3B). Herein, we show 3 models in which miR-20a-3p is upregulated, including in the circulation of humans with HIV lipodystrophy and reduced subcutaneous adipose *Dicer* expression, in human preadipocyte cell culture models with transfection of *Dicer* siRNA in knockdown studies, and in the circulation of a murine model with adipose *Dicer* knockout.

### Gene expression signatures of adipocyte differentiation decreased by transfection of miR-20a-3p or the anti-mers of miR-186 and miR-324-5p.

Given these previous observations, we assessed whether the increased levels of sEV-carried miR-20a-3p or decreased levels of sEV-carried miR-186 and miR-324-5p might underlie the metabolic alterations observed in HIV lipodystrophy, specifically with respect to adipocyte dysregulation in the white adipose depot, including altered patterns of adipocyte differentiation capacity. To address this question, human preadipocytes were transfected with miR-20a-3p mimic, anti–miR-186, anti–miR-324-5p, or control nontargeting miRNA and then cultured in differentiation medium for 12 additional days to give rise to mature adipocytes, after which RNA was collected and subjected to RNA-Seq (Figure 4A). 

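The RNA came from primary preadipocytes, the fat cell precursors of human subcutaneous adipose tissue, of 4 donors. Each donor gave 1 library to each of 4 groups, so the replicate number of a library marks its donor. The groups of 4 libraries were control nontargeting miRNA, mimic miR-20a-3p at 83 nM, anti-miR-186 and anti-miR-324-5p. A mimic is a synthetic RNA duplex that acts in place of a mature miRNA, and an anti-miR is a modified oligonucleotide that binds a mature miRNA and blocks it. Cells were transfected on day 5 and induced on day 6, and RNA was collected on day 18, after 12 days in differentiation medium. Polyadenylated RNA was sequenced, and the values the authors deposited are estimated counts per gene from kallisto, which assigns reads to transcripts without placing them on the genome. The version of kallisto, its reference transcripts and the way transcripts were summed to genes are not given in the sources used here. The table holds 63816 genes and 16 libraries. Of its values 75.3% were whole numbers, and the others were rounded before testing. Library totals ranged from 17418256 to 22432586 counts in the control group (median 21827198.5), from 21454085 to 27615448 with mimic miR-20a-3p (median 24150448.5), from 17379390 to 27343643 with anti-miR-186 (median 25590261.5) and from 17619127 to 30344721 with anti-miR-324-5p (median 25176099). Counts were scaled by TMM, and CPM below are counts scaled in this way to a common library size. Of the 18011 genes that passed the edgeR filter on low counts, 18005 are reported, since XIST, its antisense gene and Y-linked genes were left out. Groups were compared with the quasi-likelihood F test of edgeR in 1 fit to all 16 libraries with the group as the only term and Benjamini-Hochberg adjustment, because the paper's text names limma for these data and gives no term for the donor. As each donor is in every group, the same test with the donor (replicate number) as a block is given beside it. The 34 gene lists used below were written before the data were examined, as was the rule for the genes named. The tests were set then too, except camera with both an estimated correlation and the block and a few alternatives named in the closing section, and each list was compared with all other genes by camera of limma, with p adjusted over all lists and the 3 comparisons with control. Across the 4 groups, 1153 genes differed at an adjusted p under 0.05 from edgeR with the donor as a block. This count was 206 without replicate 2, 389 without replicate 3, 478 without replicate 4 and 582 without replicate 1. Without the block edgeR called 0 genes, with 596 at an unadjusted p under 0.05, limma-voom called 0 and DESeq2 called 65.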

The transfection was performed in parallel with a fluorescence-labeled miRNA or a positive control miRNA targeting aldolase-A to confirm success. Analysis of the RNA-Seq data revealed 125 genes significantly upregulated, and 121 genes significantly downregulated in the mimic miR-20a-3p–treated cells, compared with miRNA control–treated cells (Figure 4B). 

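In cells with mimic miR-20a-3p, FRZB, which encodes a secreted Wnt antagonist, rose from 3.08 ± 2.28 to 9.80 ± 8.00 CPM (SD, n = 4 each), a log2 change of 1.61 with the donor as a block (SE 0.13, adjusted p = 1.35e-04 from edgeR). ALDH1A1, a retinaldehyde dehydrogenase, rose by a log2 change of 2.14 (SE 0.22), and F2R, the thrombin receptor, by 1.73 (SE 0.17). Among the genes that fell, CMKLR1, the receptor of the adipokine chemerin, went from 9.62 ± 7.47 to 1.61 ± 1.24 CPM (log2 change -2.55, SE 0.28), and TMEM150C from 12.1 ± 6.24 to 4.08 ± 2.38 CPM (log2 change -1.60, SE 0.14). DAZAP2, a small adaptor protein gene, fell from 92.6 ± 2.66 to 67.3 ± 3.13 CPM, a log2 change of -0.46 (SE 0.059). Each of these 6 genes changed in the same direction in 4 of 4 donors, which was a condition for naming genes by their p. None had an adjusted p above 0.0180 in the blocked test when any 1 donor was left out. At an adjusted p under 0.05 from edgeR with the donor as a block, 212 genes rose and 169 fell with the mimic, and the blocked fits of limma-voom and DESeq2 called 351 and 669 genes. Without the block DAZAP2 alone passed (adjusted p = 0.0264 from edgeR), with 711 genes at an unadjusted p under 0.05. In that fit limma-voom called 1 gene and DESeq2 called 35. At the thresholds the paper states for its gene tables, an absolute fold change of 1.5 and an unadjusted p under 0.05, 128 genes were higher and 173 lower without the block, and 362 and 353 with it. The blocked count of 381 genes was 129 without replicate 2, 145 without replicate 3 and 194 without replicate 4. The call of DAZAP2 in the fit without the block was lost on leaving out any 1 of the 8 libraries (adjusted p from 0.0549 to 0.193), and 1 other gene passed without mimic replicate 1.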

Fifty-nine genes were significantly upregulated, and 203 genes were significantly downregulated when treating the cells with anti–miR-186 versus control group, and 64 genes were significantly upregulated and 203 miRNAs significantly downregulated when treating the cells with anti–miR-324-5p (Figure 4B). 

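CMKLR1 fell with both anti-miRs as well, to 2.59 ± 2.74 CPM with anti-miR-186 (log2 change -2.08, SE 0.27, adjusted p = 0.00328 from edgeR with the donor as a block, n = 4) and to 2.20 ± 2.45 CPM with anti-miR-324-5p (log2 change -2.33, SE 0.27, adjusted p = 0.00174). CCND2, which encodes the cell cycle protein cyclin D2, fell by 0.84 on the log2 scale with anti-miR-186 and by 0.87 with anti-miR-324-5p (SE 0.10 for each). KIAA1217 fell by 0.83 and 0.85. AKAP12, which encodes a scaffold protein for protein kinase A, rose from 149 ± 7.86 CPM in control to 239 ± 38.8 CPM with anti-miR-186 and 234 ± 29.1 CPM with anti-miR-324-5p, log2 changes of 0.67 and 0.64 (SE 0.073 for each). MRPS35, a subunit of the mitochondrial ribosome, rose by log2 changes of 0.61 and 0.67 (SE 0.068 for each). SEMA3G, a secreted semaphorin, rose by 1.29 with anti-miR-186 (SE 0.18). In this test MRPS35 and CCND2 were lost with anti-miR-186 without replicate 2 (adjusted p = 0.0546 and 0.0611), and AKAP12 and CCND2 with anti-miR-324-5p without replicate 3 (0.0516 and 0.0516). With anti-miR-186, 214 genes rose and 356 fell at an adjusted p under 0.05 from edgeR with the donor as a block. With anti-miR-324-5p, 215 rose and 365 fell. The blocked fits of limma-voom called 612 and 570 genes, and those of DESeq2 called 1240 and 1204. Without the block edgeR called 0 genes with either anti-miR, with 682 and 811 genes at an unadjusted p under 0.05, limma-voom called 0 and 0, and DESeq2 called 18 and 30. At the fold change and unadjusted p of the paper's tables, 87 genes were higher and 185 lower with anti-miR-186, and 78 and 223 with anti-miR-324-5p. With the block these were 363 and 477, and 310 and 527. For anti-miR-186 the blocked count of 570 was 13 without replicate 2, 75 without replicate 3, 172 without replicate 1 and 242 without replicate 4. For anti-miR-324-5p the blocked count of 580 was 16 without replicate 3, 44 without replicate 2 and 262 without replicate 1. At the paper's thresholds without the block, the 272 genes of anti-miR-186 were 181 without control replicate 2, 428 without anti-miR-186 replicate 2 and 455 without control replicate 4. The 301 genes of anti-miR-324-5p were 504 without control replicate 4 and 515 without anti-miR-324-5p replicate 2.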

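MFAP2, which encodes a protein of the elastic microfibrils, fell with all 3 treatments in edgeR with the donor as a block, by a log2 change of -0.73 with the mimic, -1.49 with anti-miR-186 and -1.45 with anti-miR-324-5p. The mimic differed from the mean of both anti-miRs (adjusted p = 0.00160 from edgeR with the donor as a block). DEPTOR, a binding partner and inhibitor of mTOR, fell by 0.33 on the log2 scale with the mimic and by 0.70 with each anti-miR (adjusted p of the difference 0.00309 from the same test). HMCN1, an extracellular matrix protein gene, changed most with the mimic, with log2 changes of -1.37, -0.64 and -0.69 in the same order (adjusted p of the difference 0.00379). Without replicate 2 or 3 the fall of MFAP2 with the mimic was lost (adjusted p = 0.0565 and 0.0999), the fall of HMCN1 with anti-miR-186 was lost without any 1 donor (0.0611 to 0.172), and with anti-miR-324-5p without replicate 1 (0.0904) or 3 (0.205). In the direct comparison of the mimic with the mean of both anti-miRs, 753 genes were higher and 348 lower in the blocked test of edgeR. Without the block 3 genes passed, with 882 at an unadjusted p under 0.05, and limma-voom called 1 and DESeq2 called 57. The blocked count of 1101 was 336 without replicate 2, 401 without replicate 4, 677 without replicate 1 and 683 without replicate 3. The count of 3 without the block was between 0 and 7 on leaving out each of the 12 libraries, with 0 without mimic replicate 2 or 3, anti-miR-186 replicate 3, or anti-miR-324-5p replicate 3 or 4, and 7 without mimic replicate 1. Between anti-miR-186 and anti-miR-324-5p edgeR called 0 genes without the block and 0 with it, with 106 and 304 genes at an unadjusted p under 0.05. In the blocked fits limma-voom called 0 and DESeq2 called 2. Of the genes called with the donor as a block, 134 rose and 253 fell with both anti-miRs and none moved in opposite directions, where lists drawn independently would share 2.56 and 7.22. The paper names the control as nontargeting miRNA and names no nontargeting anti-miR, so this overlap is not separated from a response to anti-miRs as reagents. The mimic shared 36 genes that rose and 75 that fell with anti-miR-186 (independent lists 2.52 and 3.34), and 37 and 82 with anti-miR-324-5p (2.53 and 3.43), while 2 and 4 genes moved in opposite directions. As the 3 comparisons share the control libraries, simulated unchanged groups against these controls were compared in the same way and shared 0 genes in the blocked test. Where no gene changes few can pass an adjusted p, so this 0 does not test the shared controls. Each gene was drawn on its own, so a shift of many genes in 1 control library is not simulated. Across 18005 genes, which are not independent replicates, the log2 changes of both anti-miRs had a correlation of 0.687 and a covariance of 0.0978, against 0.500 and 0.0532 in the simulated groups. For the mimic the correlation was 0.448 with anti-miR-186 (covariance 0.0652, simulated 0.505 and 0.0540) and 0.472 with anti-miR-324-5p (covariance 0.0643, simulated 0.515 and 0.0544). In 6 splits the change with 1 treatment was taken from 2 donors and that with the other treatment from the remaining donors, so that no library was shared. The median correlation was then 0.296 for both anti-miRs, 0.148 for the mimic and anti-miR-186 and 0.0954 for the mimic and anti-miR-324-5p. These values also rest on separate donors and fewer libraries, so they do not isolate the effect of shared controls. Without control replicate 4 the correlations of the mimic with anti-miR-186 and anti-miR-324-5p were 0.688 and 0.689.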

Surprisingly, both anti-miRs highly overlapped in their gene expression pattern while mimic miR-20a-3p resulted in a more distinct pattern (Figure 4C and Supplemental Figure 2, A and B). 

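Contractile genes were higher with mimic miR-20a-3p. TAGLN, the actin-binding protein transgelin, rose from 428 ± 141 to 802 ± 226 CPM (SD, n = 4 each), a log2 change of 0.93 with the donor as a block (SE 0.079, adjusted p = 1.35e-04 from edgeR). ACTA2, smooth muscle actin, rose from 200 ± 92.6 to 401 ± 197 CPM, and SORBS2, an adaptor of stress fibers, rose by a log2 change of 1.29 (SE 0.12). Of 50 genes of the actin cytoskeleton and contraction, 15 rose, 0 fell and 35 did not pass at an adjusted p under 0.05 from edgeR with the donor as a block, and 26 rose when adjusted over the list alone. The list moved up against other genes by camera (adjusted p = 6.79e-11 without the block and 1.55e-23 with it). This call was lost without the block at adjusted p = 0.770 with an estimated correlation, and passed at 0.0345 with an estimated correlation and the block. Markers of cell types of the vessel wall were higher with the mimic in 4 of 4 donors as well, by a mean log2 change of 0.26 for 10 pericyte markers and 0.43 for 9 endothelial markers. The pericyte markers were also higher in 4 of 4 donors with anti-miR-186 (0.10 to 0.68) and with anti-miR-324-5p (0.088 to 0.65). With the mimic camera gave adjusted p = 0.0853 for pericyte and 0.0165 for endothelial markers without the block, 0.0141 and 0.00136 with it, and adjusted p = 0.256 and 0.0896 with an estimated correlation and the block. The pericyte markers passed in the fit without the block on leaving out control replicate 1 (0.0465) or mimic replicate 2 (0.0422), and were lost with the block without replicate 4 (0.101). Of 49 genes of integrins and focal adhesion, 8 rose, 0 fell and 41 did not pass (16 rose when adjusted over the list alone), and camera gave adjusted p = 5.14e-05 without the block and 3.46e-09 with it. With an estimated correlation its adjusted p was 0.770 without and 0.0345 with the block. FBLIM1, a linker of filamin to integrin adhesions, rose by a log2 change of 0.61 (SE 0.091), and ITGA3, an integrin subunit that binds laminin, by 1.22 (SE 0.22). Of 70 cytokine, chemokine and receptor genes, 7 rose, 1 fell and 62 did not pass, and 14 rose and 8 fell when adjusted over the list alone. CCL20, a chemokine of the CCR6 receptor, rose from 0.586 ± 0.380 to 3.88 ± 3.37 CPM (log2 change 2.60, SE 0.29), IL7R, the interleukin 7 receptor, by a log2 change of 2.00 (SE 0.33) and IL6 by 0.81 (SE 0.16). The list as a whole was not called (camera adjusted p = 0.971, and 0.272 with the block), except without control replicate 2 (0.0293, higher). Of 35 genes of the hematopoietic cell lineage list, 5 rose, 1 fell and 29 did not pass (8 and 4 when adjusted over the list alone). Camera called the list with the block only (adjusted p = 0.0853 without and 0.00382 with it, and adjusted p = 0.147 with an estimated correlation and the block), and without mimic replicate 4 also in the fit without it (0.0448). Of 29 basement membrane genes, which hold several ligands of cell surface receptors, 4 rose and 3 fell (6 and 3 when adjusted over the list alone). TINAGL1 rose by a log2 change of 1.62 (SE 0.26) and the laminin chain LAMA5 by 0.82 (SE 0.17), while FRAS1 fell from 120 ± 31.1 to 58.6 ± 23.2 CPM. This list was not called by camera (adjusted p = 0.475, and 0.351 with the block). No list member passed over all genes without the block. In the blocked test ITGA3 was lost without replicate 1 (adjusted p = 0.0662) or 2 (0.109), IL7R without replicate 2 (0.115) or 3 (0.0708), IL6 without replicate 1 (0.0686), 2 (0.0730) or 4 (0.106), and LAMA5 without replicate 2 (0.154), 3 (0.178) or 4 (0.106).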

Among the pathways upregulated by mimic miR-20a-3p, we found several related to cellular adhesion and activity of the actin cytoskeleton (FAK-adhesion, ECM-receptor interaction, regulation of actin cytoskeleton) and others related to inflammatory processes (cytokine-cytokine receptor activation, hematopoietic cell lineage) (Supplemental Figure 2C). 

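With mimic miR-20a-3p, decorin and lumican, small leucine-rich proteoglycans that bind collagen fibrils, were lower than in control cells. DCN fell from 1071 ± 209 to 551 ± 65.5 CPM (SD, n = 4 each), a log2 change of -0.93 with the donor as a block (SE 0.12, adjusted p = 9.61e-04 from edgeR). LUM fell from 224 ± 109 to 118 ± 71.7 CPM (log2 change -0.98, SE 0.16, adjusted p = 0.00635). Preadipocyte and stromal markers were also lower with the mimic in 4 of 4 donors, by mean log2 changes from -0.33 to -0.045, and the fall of DCN and LUM was not separated from theirs. CHST14, a sulfotransferase that makes dermatan sulfate chains, rose from 9.96 ± 2.23 to 15.7 ± 4.12 CPM (log2 change 0.65, SE 0.10, adjusted p = 0.00408). Of 42 proteoglycan genes and genes of their glycan chains, 3 fell, 2 rose and 37 did not pass with the donor as a block, and 8 fell and 8 rose when adjusted over the list alone. The mean log2 change of the list within donors was -0.050, from -0.13 to 0.097 over the 4 donors, and camera did not call the list (adjusted p = 0.308, and 0.271 with the block) except, as lower, without control replicate 1 (0.0428). LUM was lost from the blocked calls without replicate 3 (adjusted p = 0.101) or 4 (0.0556), and CHST14 without replicate 2 (0.0951).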

Only the proteoglycan pathway was slightly downregulated by mimic miR-20a-3p (Supplemental Figure 2C). In contrast, both anti-miRs upregulated pathways related to catabolism, such as oxidative phosphorylation, TCA cycle, or fatty acid degradation, and downregulated others related to cell adhesion and ligand pathways, such as Hippo and Wnt signaling pathways (Supplemental Figure 2D).

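Mitochondrial energy genes were higher with both anti-miRs. NDUFB5, a subunit of respiratory complex I, rose from 67.0 ± 23.6 CPM in control to 102 ± 21.6 CPM with anti-miR-186 and 105 ± 23.8 CPM with anti-miR-324-5p (SD, n = 4 each), log2 changes of 0.66 and 0.69 with the donor as a block (SE 0.094 for each, adjusted p = 0.00454 and 0.00398 from edgeR). IDH3A, a subunit of isocitrate dehydrogenase, rose by log2 changes of 0.33 and 0.39, FH, fumarate hydratase, by 0.37 and 0.34, and ACADSB, an acyl-CoA dehydrogenase, by 0.48 and 0.49. Of 77 oxidative phosphorylation genes, 13 rose and 0 fell with each anti-miR with the donor as a block, and 40 and 57 rose when adjusted over the list alone. Of 28 genes of the TCA cycle, 7 and 4 rose and 0 fell (18 and 18 adjusted over the list alone), and of 36 genes of fatty acid degradation, 10 and 8 rose and 0 fell (26 and 25 rose and 1 and 1 fell adjusted over the list alone). All 3 lists moved up by camera without the block, with adjusted p = 2.06e-14 and 7.82e-17 for oxidative phosphorylation, 9.23e-07 and 2.52e-06 for the TCA cycle and 2.26e-07 and 9.01e-07 for fatty acid degradation. These calls were lost with adjusted p = 0.770 with an estimated correlation, and between 0.222 and 0.259 with an estimated correlation and the block. The share of counts from genes of the mitochondrial genome, which are not in these lists, was also higher in 4 of 4 donors with each anti-miR (4.88% to 8.08% in control, 7.94% to 10.0% with anti-miR-186 and 7.75% to 9.63% with anti-miR-324-5p), and the TMM factor was lower. Adipocyte differentiation markers were higher as well in 4 of 4 donors with each anti-miR (mean log2 change 0.68 and 0.64, camera adjusted p = 1.24e-06 and 2.08e-06, and adjusted p = 0.770 with an estimated correlation), and preadipocyte and stromal markers were lower in 4 of 4 (-0.22 and -0.18). Replicate 2 carried much of the adipocyte marker means, at 1.91 and 1.60, against 0.20 to 0.36 and 0.031 to 0.61 in the other donors. Among Wnt signaling genes, SFRP2, a secreted Wnt modulator, fell by a log2 change of -0.84 with anti-miR-186 and -0.70 with anti-miR-324-5p (SE 0.098 for each), and NFATC4 by -0.44 and -0.54. Of 55 Wnt genes, 10 and 9 fell and 2 and 1 rose (17 and 17 fell and 3 and 4 rose adjusted over the list alone). The list was called by camera with the block only, at adjusted p = 9.66e-04 and 0.00403, against 0.181 and 0.298 without it (0.0463 for anti-miR-186 without control replicate 4 and 0.0375 without anti-miR-186 replicate 2) and adjusted p = 0.222 and 0.222 with an estimated correlation and the block. Of 55 Hippo signaling genes, 6 and 7 fell and 0 rose (19 and 8 fell adjusted over the list alone), among them SNAI2, a transcriptional repressor, by -0.39 and -0.35. Camera gave adjusted p = 8.43e-04 and 0.00881 for the list without the block, and adjusted p = 0.770 and 0.779 with an estimated correlation. Adhesion genes were tested as collagens, integrins and focal adhesion, and basement membrane. COL6A3, a chain of collagen VI, fell from 4145 ± 700 CPM to 2705 ± 384 CPM with anti-miR-186 and 2512 ± 486 CPM with anti-miR-324-5p, and of 28 collagen genes 7 and 7 fell and 0 rose (13 and 17 fell and 2 and 2 rose adjusted over the list alone). NDUFB5, SFRP2 and COL6A3 were also called in the same direction with the mimic, at log2 changes of 0.42, -0.83 and -0.73 with the donor as a block. The mimic was not called different from the mean of both anti-miRs for them (adjusted p = 0.0785, 0.775 and 0.742 from edgeR with the block). Camera called the collagens (adjusted p = 0.00482 and 8.43e-04, and adjusted p = 0.770 with an estimated correlation). Of 49 integrin and focal adhesion genes 6 and 1 fell and 1 and 1 rose (9 and 7 fell and 3 and 2 rose adjusted over the list alone), and of 29 basement membrane genes 2 and 3 fell and 0 rose (6 and 6 fell and 2 and 1 rose adjusted over the list alone). Neither list was called (smallest adjusted p = 0.0544 by camera with the block), though basement membrane was with the block and without replicate 2 (0.0270 and 0.00326), and with anti-miR-186 without replicate 3 (0.0196) or 4 (0.0343). Control replicate 2 had a mean of 6.12 log2 CPM over 39 adipocyte differentiation markers, against 8.23 to 8.56 in the other control libraries. Without that library camera no longer called the TCA cycle (adjusted p = 0.0742 and 0.129), Hippo signaling (0.208 and 0.595) and the adipocyte markers (0.404 and 0.471). Oxidative phosphorylation and fatty acid degradation kept their calls without any 1 library. Hippo signaling with anti-miR-324-5p was also lost without anti-miR-324-5p replicate 1 (0.290), and collagens with anti-miR-186 without control replicate 3 (0.0706) or anti-miR-186 replicate 1 (0.0596) or 4 (0.0672), and with anti-miR-324-5p without anti-miR-324-5p replicate 4 (0.0565). In the blocked test NDUFB5, IDH3A, FH, ACADSB, SFRP2, NFATC4, SNAI2 and COL6A3 each lost the call on leaving out at least 1 donor, the largest adjusted p being 0.328 (SNAI2 with anti-miR-324-5p without replicate 2).

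**Figure D1:**
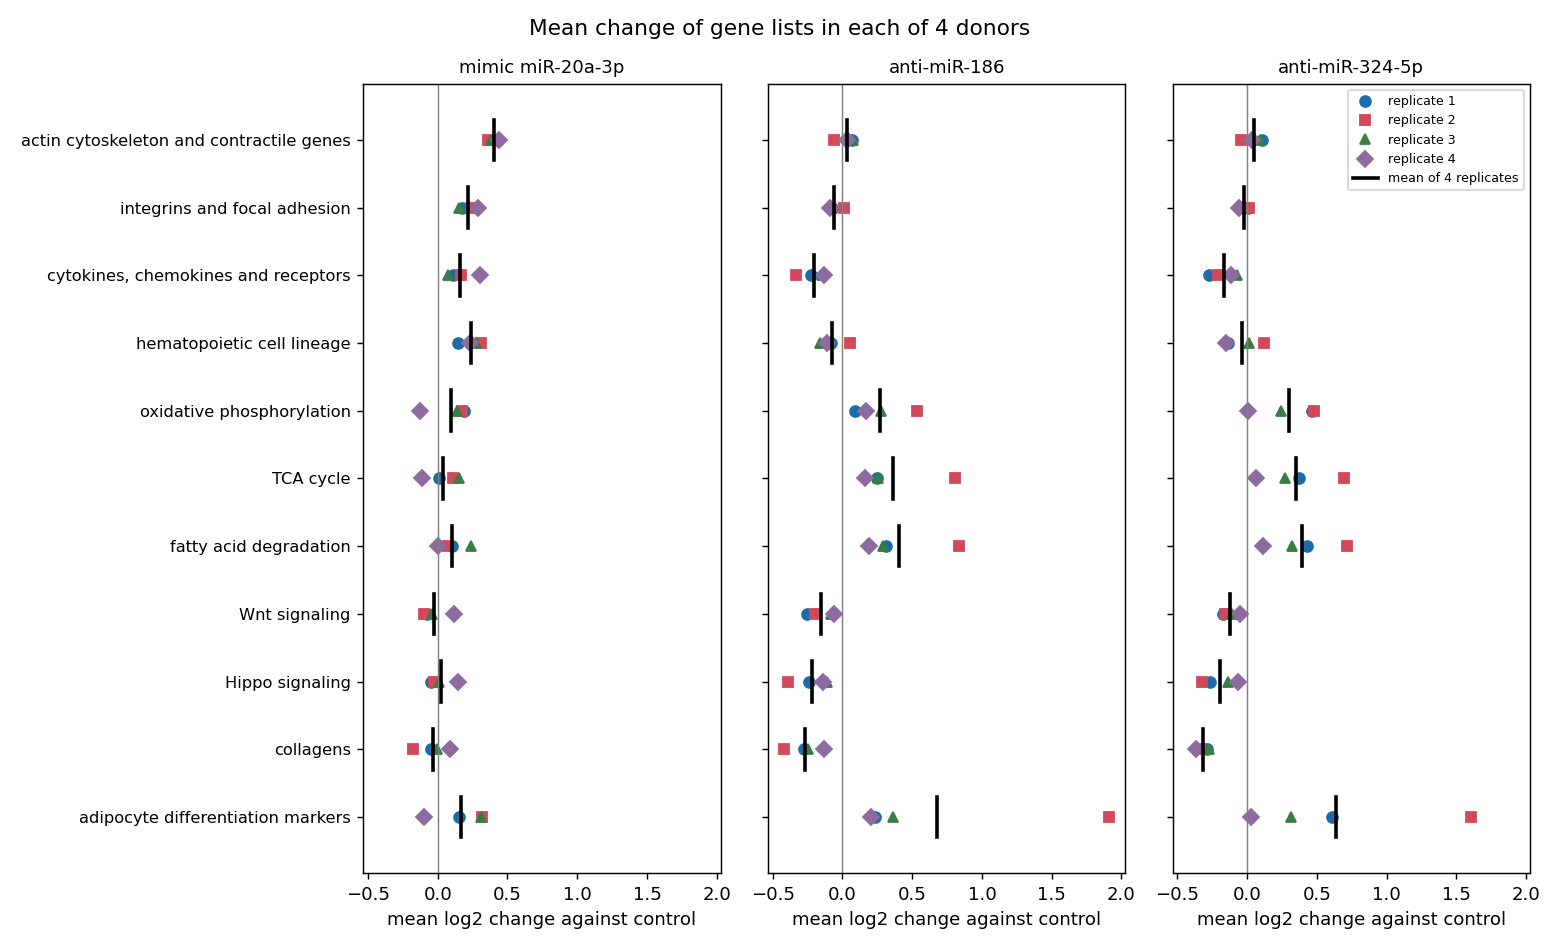
Mean log2 change against control, within each donor, of 11 gene lists with mimic miR-20a-3p, anti-miR-186 and anti-miR-324-5p. Each point is 1 donor and each black bar the mean of the 4 donors. The actin cytoskeleton list lies between 0.36 and 0.44 in all 4 donors with the mimic, and the oxidative phosphorylation list between 0.088 and 0.53 with anti-miR-186, between 0.0082 and 0.48 with anti-miR-324-5p and between -0.12 and 0.19 with the mimic.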

To identify genes that might be coordinately regulated by the upregulation of circulating sEV-carried miR-20a-3p and the downregulation of miR-186 and miR-324-5p, we sought genes that would be regulated by all these 3, the mimic miR-20a-3p, anti–miR-186, and anti–miR-324-5p, in the same direction. This analysis revealed that 7 genes were similarly upregulated and 47 genes were similarly downregulated by these treatments (Figure 4B). 

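RRAS2, a small GTPase of the Ras family, rose with all 3 treatments with the donor as a block, by log2 changes of 0.82 with the mimic, 0.65 with anti-miR-186 and 0.72 with anti-miR-324-5p. MAOA, monoamine oxidase A, rose by 0.59, 0.62 and 0.61, and RET, a receptor tyrosine kinase, by 1.38, 1.15 and 1.07. Among genes that fell with all 3, RUNX2, a transcription factor of bone cell differentiation, changed by -0.67, -0.59 and -0.58, PDPN, the membrane glycoprotein podoplanin, by -1.21, -1.08 and -0.95, and DPT, the matrix protein dermatopontin, by -1.03, -0.98 and -1.24. For these 6 genes the largest adjusted p of the 3 comparisons was between 0.00933 and 0.0455 from edgeR with the donor as a block (n = 4 per group). Each of the 6 lost the call in at least 1 comparison without replicate 2 (adjusted p up to 0.267, PDPN with anti-miR-324-5p), and RET in all 3 comparisons without replicate 3 (adjusted p = 0.240, 0.174 and 0.252). In that test 31 genes rose and 68 fell with all 3 treatments, where 3 independent lists would share 0.0301 and 0.0677 genes and simulated unchanged groups against the same controls shared 0. That 0 does not test the shared controls, since few genes can pass an adjusted p where none changes. CACNA1C and an overlapping gene model with identical counts are both among the 68, so that their reads cannot be told apart. Without the block edgeR called 0 such genes at an adjusted p under 0.05, limma-voom 0 and DESeq2 10. At the fold change and unadjusted p of the paper's tables, without the block, 9 genes were higher and 34 lower with all 3 treatments. Independent lists would share 0.00268 and 0.0220, and the simulated groups shared 4.25 and 2.00 on average and at most 8 and 4. With the block 43 were higher and 97 lower (simulated 12.6 and 7.15 on average). With the control libraries split between the mimic and the anti-miRs, both of which kept the same controls, between 2 and 13 genes fell with all 3 treatments over the 6 splits, where 3 independent lists would share at most 0.00784. With only 2 controls per comparison fewer genes were called, down to 2 with anti-miR-186, so that the lower number does not show an effect of shared controls. The 99 genes of the blocked test were 5 without replicate 3, 6 without replicate 2, 50 without replicate 1 and 53 without replicate 4. The 43 genes at the paper's thresholds were 28 without control replicate 2, 67 without control replicate 1 or mimic replicate 2, and 98 without control replicate 4.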

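The genes of Supplemental Tables 2 and 3, which the study chose on these libraries so that their direction here is not independent evidence, were looked up in the deposited counts. All 53 genes of Supplemental Table 2 were lower in each of the 3 comparisons, with median log2 changes of -0.91 with the mimic, -0.90 with anti-miR-186 and -0.90 with anti-miR-324-5p. With the donor as a block, 41, 49 and 47 of them fell at an adjusted p under 0.05 from edgeR. Without the block 32, 29 and 28 passed the paper's fold change and unadjusted p, and 0 an adjusted p under 0.05. All 7 genes of Supplemental Table 3, RRAS2, RCAN1, MAOA, BMS1P10, CANX, RET and CRABP1, were higher in each comparison, with median log2 changes of 0.82, 0.66 and 0.72. Of these, 6, 7 and 6 rose with the donor as a block, and without it 2, 3 and 2 passed the paper's thresholds and 0 an adjusted p under 0.05. RCAN1, an inhibitor of calcineurin, rose from 22.1 ± 10.2 CPM in control to 37.7 ± 18.2 CPM with anti-miR-186 and 42.8 ± 24.2 CPM with anti-miR-324-5p (SD, n = 4 each). In the blocked test it was lost with anti-miR-186 without replicate 1 (adjusted p = 0.0585), 2 (0.142) or 3 (0.112), and with anti-miR-324-5p without replicate 2 (0.0825) or 3 (0.0867). Of the 92 tested genes of Supplemental Table 4, lower with both anti-miRs in the paper, 85 fell with anti-miR-186 and 87 with anti-miR-324-5p in the blocked test, and 4 with the mimic. Of the 111 genes of Supplemental Table 7, higher with the mimic in the paper, 106 rose with the mimic, 4 with anti-miR-186 and 3 with anti-miR-324-5p. Both sets were chosen on these libraries as changed with some treatments and not others, so these contrasts are built in. With the mimic 80 of the 92 genes were lower in direction without the block (median log2 change -0.36). With each anti-miR 66 of the 111 genes were higher in direction.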

The commonly regulated genes by all treatments are shown in a heatmap (Figure 4C). 

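LTBP2 (ENSG00000119681) encodes a secreted protein that binds fibrillin microfibrils and is homologous to the proteins that hold latent TGF-beta in the matrix. It lies on chromosome 14 of GRCh38, from 74498170 to 74612378 on the minus strand. LTBP2 was at 395 ± 347 CPM in control, 185 ± 136 with mimic miR-20a-3p, 146 ± 109 with anti-miR-186 and 171 ± 131 with anti-miR-324-5p (SD, n = 4 each), with donors spread widely within every group. Within donors it fell 2.02-fold with the mimic, 2.54-fold with anti-miR-186 and 2.22-fold with anti-miR-324-5p, and was lower in 4 of 4 donors with each. These are log2 changes of -1.01, -1.35 and -1.15 (SE 0.091, 0.092 and 0.092), with adjusted p = 1.35e-04, 1.88e-05 and 1.29e-04 from edgeR with the donor as a block. By p in that test LTBP2 ranked 4 of all genes with the mimic, where 1 other gene that fell had a smaller p, and 1 with each anti-miR. Ranked by the largest of its 3 p-values it was 1 of the 5364 genes that were lower with all 3 treatments. The blocked calls held on leaving out any 1 donor, with adjusted p up to 0.00493, 0.00650 and 0.0204. Without the block the log2 changes were -1.10, -1.43 and -1.21 (SE 0.72, 0.73 and 0.73), with adjusted p = 1.00, 0.988 and 0.985 from edgeR, and the rank by the largest p was 325 of 5430. Exact two-sided permutation tests of the libraries, which take no account of the donor, gave p = 0.286, 0.20 and 0.286, where 0.029 is the smallest p that 4 against 4 allow.

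**Figure D2:**
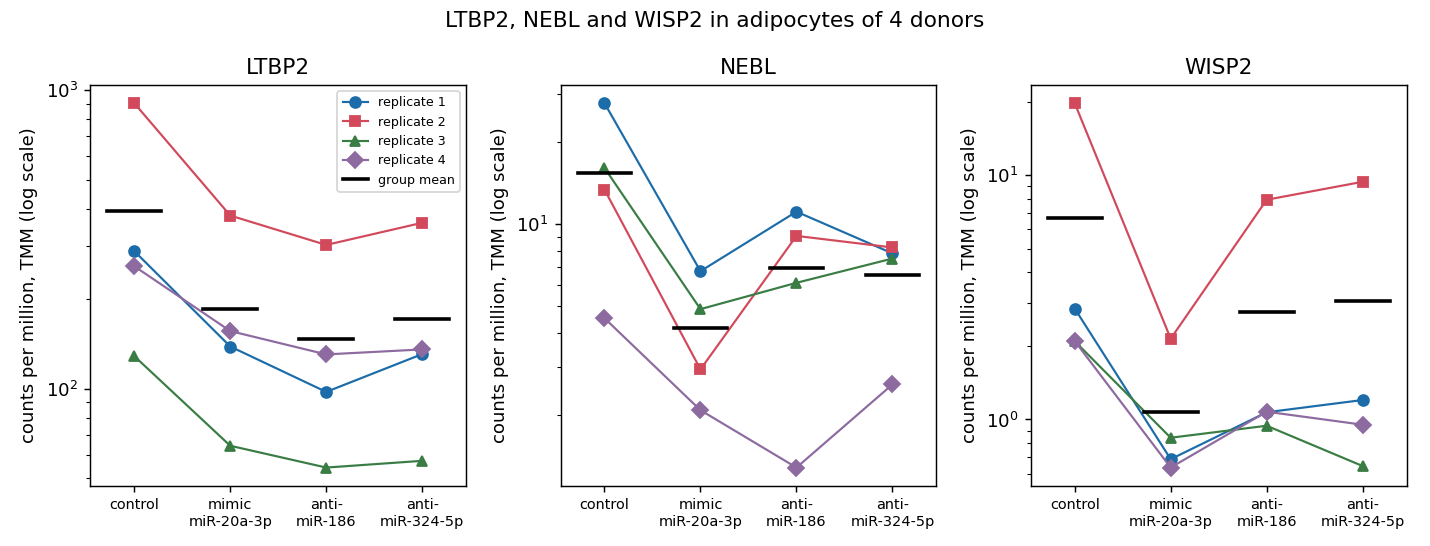
LTBP2, NEBL and WISP2 in TMM-normalized CPM on a log axis for control, mimic miR-20a-3p, anti-miR-186 and anti-miR-324-5p. Points are libraries, lines join the libraries of 1 donor, with a color and marker for each donor, and black bars are group means. The LTBP2 line of each donor lies lower with each treatment than in control, while control means of 395 CPM come with an SD of 347.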

The gene with the most significant downregulation by all 3 treatments was latent transforming growth factor beta binding protein 2 (*Ltbp2*) as shown by volcano plots (Figure 5A) and bar graphs (Figure 5B). In addition, other genes very significantly downregulated by all 3 treatments included nebulette (*Nebl*) and WNT1-inducible-signaling pathway protein 2 (*Wisp2*) (Figure 5, A and B). 

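NEBL (ENSG00000078114), which encodes an actin-binding protein of the nebulin family, lies on chromosome 10 of GRCh38 from 20779973 to 21174187. It was at 15.5 ± 9.62 CPM in control, 4.16 ± 2.08 with the mimic, 6.90 ± 4.28 with anti-miR-186 and 6.54 ± 2.65 with anti-miR-324-5p (SD, n = 4 each). With the donor as a block NEBL fell by log2 changes of -1.78, -1.20 and -1.13 (SE 0.26, 0.25 and 0.25, adjusted p = 0.00324, 0.0279 and 0.0349 from edgeR). WISP2 (ENSG00000064205, also CCN5) encodes a secreted matricellular protein and lies on chromosome 20 from 44714844 to 44728509. It was at 6.70 ± 8.71 CPM in control, 1.08 ± 0.716 with the mimic, 2.76 ± 3.46 with anti-miR-186 and 3.05 ± 4.24 with anti-miR-324-5p, and replicate 2 stood above the other donors in each group (19.8 CPM in control against 2.09 to 2.85). With the donor as a block WISP2 fell by log2 changes of -2.17, -1.22 and -1.22 (SE 0.29, 0.27 and 0.26, adjusted p = 0.00145, 0.0285 and 0.0289 from edgeR). Both genes were lower in 4 of 4 donors with each treatment. Without the block neither passed, with adjusted p from 0.911 to 1.00 and log2 changes of -1.90, -1.17 and -1.25 for NEBL and -2.64, -1.30 and -1.15 for WISP2. Exact two-sided permutation tests gave p = 0.0857, 0.20 and 0.171 for NEBL and 0.0857, 0.371 and 0.371 for WISP2. In the blocked test the fall of NEBL with the mimic was lost without replicate 3 (adjusted p = 0.0793). With anti-miR-186 NEBL was lost without any 1 donor (adjusted p from 0.0555 to 0.192), with anti-miR-324-5p without replicate 1 (0.176), 2 (0.0669) or 3 (0.239), and WISP2 was lost with both anti-miRs without any 1 donor (0.0582 to 0.129).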

*Ltbp2* is thought to relate to SREBP-1b and SREBP-1c and was shown to associate with BMI-adjusted waist circumference in GWAS (16). 

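Matches to the miRNA seeds, the bases at positions 2 to 8 that pair with a target, were searched in the 3′ UTRs of GENCODE 29 on GRCh38. The longest annotated 3′ UTR of NEBL has 5774 nucleotides and holds 3 matches (AATGCAG) to miR-20a-3p, on chromosome 10 at 20785345 to 20785351, 20783907 to 20783913 and 20780649 to 20780655. It holds 1 match (GGGATGC) to miR-324-5p, at 20782166 to 20782172, and 0 of the 5 annotated NEBL transcripts with a 3′ UTR hold a 7-base match (ATTCTTT) to miR-186-5p. The longest 3′ UTR of LTBP2, of 2714 nucleotides, holds 0 matches to miR-20a-3p and 1 each to miR-186-5p and miR-324-5p. That of WISP2, of 504 nucleotides, holds 0 matches to any of the 3. Release from a blocked miRNA would raise a target. With the donor as a block LTBP2 instead fell with anti-miR-186 and anti-miR-324-5p (log2 changes -1.35 and -1.15), and NEBL with anti-miR-324-5p (-1.13). These matches are thus no evidence of direct release. Only uninterrupted 7-base matches to positions 2 to 8 were counted, and no prediction score was computed. A count of 0 here therefore does not contradict a target that the paper's prediction tools give.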

Interestingly, *Nebl* is a predicted target of all 3 miRNAs (miR-20a-3p, miR-324-5p, and miR-186) that was identified using several miRNA target prediction tools (TargetScan and Diana databases, target score > 85%). *Wisp2* participates in the induction of brown adipose tissue function, augmentation of insulin sensitivity, and regulation of preadipocyte commitment and PPARγ activation (17–19). Thus, our data suggest that the increased levels of circulating sEV-carried miR-20a-3p and decreased miR-186 and miR-324-5p associated with HIV lipodystrophy might influence adipocyte differentiation in several key ways, by affecting pathways related to lipid catabolism, inflammation, or cellular adhesion, among others, through effects on *Ltbp2*, *Nebl*, and *Wisp2*.

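The 39 tested markers of adipocyte differentiation were compared in the same libraries. FABP4, a fatty acid binding protein of fat cells, was at 3918 ± 2231 CPM in control, 4207 ± 2166 with the mimic, 5828 ± 2153 with anti-miR-186 and 5573 ± 2150 with anti-miR-324-5p (SD, n = 4 each). PPARG, the main transcription factor of adipogenesis, was at 160 ± 70.7, 160 ± 59.2, 207 ± 47.4 and 206 ± 56.2 CPM. With the donor as a block the log2 changes of FABP4 were 0.14, 0.82 and 0.71 and those of PPARG 0.04, 0.49 and 0.46, with adjusted p from 0.149 to 0.968 from edgeR. Of the markers, 0 changed with the mimic and 1 rose with each anti-miR (0, 1 and 1 adjusted over the list alone), namely RXRG, a retinoid X receptor, which rose from 0.441 ± 0.287 to 1.29 ± 0.415 and 1.25 ± 0.775 CPM. Camera called the list higher with both anti-miRs (adjusted p = 1.24e-06 and 2.08e-06) and not with the mimic (0.247). The calls were lost with adjusted p = 0.770 with an estimated correlation, and without control replicate 2 (0.404 and 0.471), and without that library the list was called lower with the mimic (adjusted p = 8.55e-04). With the mimic it was called higher without control replicate 1 (0.00347) or 4 (0.00412) or mimic replicate 2 (1.70e-08). RXRG was lost from the blocked calls with anti-miR-186 without any 1 donor (adjusted p from 0.0567 to 0.196), and with anti-miR-324-5p without replicate 1 (0.169), 2 (0.172) or 3 (0.179). The paper looked for genes regulated in the same direction by the mimic and both anti-miRs, because miR-20a-3p is higher and miR-186 and miR-324-5p are lower in its patients with lipodystrophy. From its data the paper proposes that these miRNAs might influence adipocyte differentiation through LTBP2, NEBL and WISP2. It names lipid catabolism, inflammation and cell adhesion among the pathways, and LTBP2 as the gene with the most significant fall. The heading of this part of the paper describes adipocyte differentiation signatures as decreased by the treatments. In the fit without the block to all libraries, the marker list was not called lower with any of them. The paper's further evidence on differentiation, siRNA knockdown and oil red O staining, is not in these libraries.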

In addition, utilizing the publicly available National Center for Biotechnology Information Gene Expression Omnibus database GSE28073 comparing gene expression in HIV-infected patients (20), we found a reduction of *Ltbp2* in both abdominal and dorsocervical adipose tissues from patients with HIV lipodystrophy compared with patients with HIV without lipodystrophy (Figure 6).

### Assessment of adipocyte differentiation and inflammatory phenotype in knockdown studies of transfected human adipocytes.

In order to determine the effects of the downregulation of *Ltbp2*, *Nebl*, and *Wisp2* and their potential synergy in adipocyte differentiation, we performed silencing transfection of preadipocytes with either *Ltbp2* siRNA, *Nebl* siRNA, or *Wisp2* siRNA individually, or a cocktail of all 3 siRNAs (containing one-third of each siRNA dose) 1 day prior to induction of differentiation. As a control, a nontargeting siRNA was used in parallel. RNA was collected at the end of the differentiation and subjected to RNA-Seq (Figure 7A). As shown in Supplemental Figure 3, single siRNA treatment efficiently downregulated (>80% reduction) the target genes. Triple siRNA combination efficiently downregulated *Ltbp2* (~80% reduction) but had a weaker but still significant reduction on *Nebl* (~50% reduction) and had a very modest nonsignificant effect on *Wisp2* (~20% reduction) (Supplemental Figure 3). As the triple siRNA combination had one-third of the dose of each siRNA, this differential targeting capacity for each target is likely due to lower efficiency at slightly lower doses.

We next analyzed how the downregulation of *Ltbp2*, *Nebl*, and *Wisp2* might affect processes involved in lipodystrophy, such as adipocyte differentiation. We found that knockdown of *Ltbp2* significantly downregulated multiple gene markers of adipocyte differentiation, such as *Fabp4*, *Ppar*γ, *C/ebpa*, *Fasn*, *adiponectin*, *Glut4*, and *CD36* (Figure 7B). Knocking down *Wisp2* also led to a general decrease of several of these adipocyte differentiation markers, with effects on *Fabp4*, *Ppar*γ, *Fasn*, *adiponectin*, *Glut4*, and *Srebp1c* reaching statistical significance (Figure 7B). In contrast, *Nebl* siRNA did not lead to any significant changes. Combined knockdown of these targets using a combination of *Ltbp2* siRNA, *Nebl* siRNA, and *Wisp2* siRNA was additionally assessed in a supportive analysis and resulted in a significant downregulation of *Fabp4*, *Ppar*γ, *C/ebpa*, *Fasn*, *adiponectin*, *Glut4*, and *CD36* (Supplemental Figure 4B). Downregulation of genes related to adipocyte differentiation were generally lower with *Ltbp2* siRNA in contrast with the triple-combined siRNA (but at one-third of the concentration), suggesting the effect was driven predominantly by *Ltbp2* siRNA. Mutations in lamins A and C have been associated with lipodystrophy and metabolic complications (21–23). In our studies, compared with the control siRNA, there was a significant downregulation of *Lamin C* expression in both *Ltbp2* siRNA and *Wisp2* siRNA groups, while *Lamin A* expression did not appear to differ among all groups (Figure 7C and Supplemental Figure 4C). We also demonstrate decreased adipocyte differentiation in histological studies utilizing oil red O staining. Histologic images and quantitative data showed reduced oil red O staining after adipocytes were transfected with siRNA for *Ltbp2* and *Wisp2* when compared with the control (Figure 8 and Supplemental Figure 5).

Another process intimately related to lipodystrophy is the activation of inflammatory pathways. Again, *Ltbp2* knockdown had the greatest effects, leading to upregulation of *IL1b*, *IL6*, and *Ccl20*, while the other treatments had no or very minor effects (Figure 7D and Supplemental Figure 4D). We saw consistent but nonsignificant trends toward increased expression of *IFNβ* in response to knockdown of *Ltbp2*, *Nebl*, and *Wisp2*. Thus, our data suggest that *Ltbp2* is important for proper adipocyte differentiation and control of inflammation. The downregulation of *Ltbp2* induced by elevated sEV-carried miR-20a-3p or decreased sEV miR-186 and miR-324-5p in patients with HIV lipodystrophy may underlie the impairment of adipose tissue development/differentiation and the increased activation of inflammatory processes seen in such patients and could be a potential target for future clinical studies (Figure 9).

No effects of knockdown of *Ltbp2*, *Nebl*, or *Wisp2* were seen on markers of mitochondrial function, *Tomm20* and *mtND2*. When assessing effects on markers of oxidative stress, no effects were seen on *Catalase*, *Sod1*, *Sod2*, or *NADPHox-p40phos*, but *Hmox1* was decreased significantly in response to *Ltbp2* (Supplemental Figure 6).

In exploratory analyses of effects on brown fat gene expression, we applied a beiging differentiation protocol to the preadipocytes. We observed nonsignificant decreases in brown adipose marker *Ucp1* with *Ltbp2*, *Nebl*, and *Wisp2* siRNA compared with the control. In addition, *Prdm16*, a key beige adipose marker, demonstrated a relative decrease following transfection of *Ltbp2*, *Nebl*, and *Wisp2* siRNA when compared with the control (Supplemental Figure 7).

## Discussion

The HIV population frequently presents with a redistribution of fat and metabolic abnormalities, including dorsocervical adipose lipohypertrophy, ectopic fat accumulation, subcutaneous adipose dysfunction, insulin resistance, and dyslipidemia. These features closely resemble the phenotype of a*Dicer*-KO mice (8), surmising a role for adipose-derived miRNAs in the pathogenesis of this syndrome. Indeed, downregulation of *Dicer* expression in fat and subsequent dysregulation of adipose-derived miRNAs, many of which may be secreted in sEV and function as adipokines (13), could provide a novel mechanism for altered adipose function and related metabolic abnormalities in HIV lipodystrophy. Interestingly, HIV-related accessory proteins, for example viral protein R and trans-activator of transcription, have been reported to suppress *Dicer* expression (6, 24, 25). While suppression of *Dicer* may have evolved as a mechanism to enhance infectivity of the HIV, there may be unintended metabolic consequences leading to a lipodystrophic phenotype.

To begin to investigate the role of *Dicer* in adipose and metabolic regulation in HIV, we previously assessed subcutaneous adipose expression of *Dicer* in a group with well-defined lipodystrophy and demonstrated reductions in adipose *Dicer* expression in association with key brown fat genes and clinical parameters (6). In the current study, we have performed sEV miRNA profiling in this well-phenotyped cohort of individuals with and without HIV in whom we have previously characterized adipose expression of *Dicer*. We hypothesized a unique miRNA signature among those with HIV lipodystrophy in relationship to dysregulation of *Dicer*. In these analyses evaluating sEV miRNA profiles, we identified 3 specific miRNAs (miR-20a-3p, -186, and -324-3p) as the top differentially regulated miRNAs using a stringent statistical approach. Notably, these miRNAs demonstrated a unique signature strongly related to *Dicer* expression and well-defined clinical lipodystrophy characteristics, including increased dorsocervical adipose tissue, as well as key metabolic and immune indices. In support of our findings, we were able to demonstrate upregulation of miR-20a-3p across 3 adipose-specific models of reduced *Dicer* expression: (a) in the circulation among patients with HIV lipodystrophy and reduced *Dicer* expression in the abdominal subcutaneous depot, (b) in the circulation of the a*Dicer*-KO mouse, and (c) in a preadipocyte culture model transfected with *Dicer* siRNA. Follow-up experiments to manipulate these identified miRNA pathways in human cultured preadipocytes led to identification of potentially novel corresponding adipose gene targets of these miRNAs. Subsequent knockdown experiments of these genes through silencing transfection studies demonstrated key metabolic roles relevant to glucose and lipid metabolism.

We studied an HIV population who were well treated on ART, a group representative of the large population of aging individuals who are living with chronic HIV infection and demonstrate good immunologic control but nonetheless have an increased risk for mortality driven in part by metabolic complications. The HIV lipodystrophy cohort was identified based on the presence of dorsocervical lipohypertrophy on physical exam and confirmed based on quantitative measurements on MRI. Moreover, the cohort demonstrated reduced extremity fat via DXA, suggesting the common phenotype of loss of subcutaneous fat. *Dicer* expression was lowest in those with imaging-confirmed lipodystrophy, followed by HIV without lipodystrophy and then non-HIV controls (6).

We have previously shown the dorsocervical adipose tissue is a beige fat–like adipose depot that may develop as a compensatory mechanism to lipodystrophy (26). In a prior study we showed that reduced *Dicer* expression in subcutaneous adipose tissue is related inversely to dorsocervical adipose tissue accumulation. We now demonstrate that increased dorsocervical adipose tissue is strongly correlated to the miRNA signature we have identified, such that greater dorsocervical adipose tissue is associated with upregulation of miR-20a-3p and downregulation of miR-186 and miR-324-5p. Moreover, in exploratory analyses, we observed potential effects of key dysregulated genes in this study, *Ltbp2*, *Nebl*, and *Wisp2*, on 2 genes involved in browning of white adipocytes, *Ucp1* and *Prdm16*. Further studies should assess the effects of dicer-related downstream effect on brown and beige fat pathways in specific adipose depots.

In our study, pathway analyses revealed that highly relevant clusters important to metabolism and cytokine signaling were significantly affected by miR-20a-3p mimic as well as anti–miR-186 and anti–miR-324. These additional analyses provide supporting evidence that the 3 top differentially regulated miRNAs identified in this study are linked to adipocyte biology and physiologic systems applicable to HIV lipodystrophy. In addition, there may be clinical utility to evaluating whether these 3 sEV miRNAs could serve as a diagnostic tool using a simple, noninvasive technique to identify a clinical presentation of HIV lipodystrophy, for which objective measures may be lacking. Moreover, we saw that upregulation of miR-20a-3p related to greater triglycerides and insulin resistance, further suggesting a link to the clinical lipodystrophy phenotype. Further studies may identify other miRNAs potentially important in mediating metabolic effects in relationship to reduced *Dicer* in HIV.

There are limited adipose and metabolic data about the roles of the 3 top differentially regulated miRNAs identified in this study in other cellular and disease models. A recent study of *Mycobacterium tuberculosis* suggested that overexpression of miR-20a-3p contributed to mycobacterial survival in a macrophage cell line and may aid in the host immune response (27). In this way, changes in miR-20a-3p and other miRNAs could help enhance survival of HIV in the host and have a secondary consequence of metabolic complications. In addition, miR-20a-3p has also been implicated in the MAPK signaling pathway and phosphatidylinositol signaling system (28). Consistent with the current study, miRNA-20a-3p has been shown to be elevated among patients with type 2 diabetes mellitus compared with healthy individuals when isolated from circulating plasma ectosomes (29). A recent study showed that miR-186 is upregulated in a T lymphoblast cell line following acute HIV infection, and this is associated with reduced *Dicer* expression in these cells (30). In our study, we have shown, in contrast, reduced miR-186 in circulating sEVs from chronically treated HIV-infected patients on ART, demonstrating reduced *Dicer* expression in the adipose depot. With regard to miR-324-5p, which we show to be downregulated in HIV lipodystrophy, this miRNA has also been shown to be downregulated in circulating sEVs of patients with type 2 diabetes mellitus while demonstrating an inhibitory effect on diabetes-related inflammation (31). miR-324-5p overexpression has been linked to enhanced glucose uptake in oxygen glucose–deprived neurons (32) and has been reported to promote Wnt signaling (33). Consistent with this, we found downregulated Wnt signaling in adipocytes following treatment with anti–miR-324-5p.

In the context of HIV lipodystrophy, few other miRNAs have been reported to have a potential role. One study demonstrated that miR-218 was upregulated in the subcutaneous adipose of patients with HIV lipodystrophy, and this was associated with reduced lipin1 levels, a putative target of this miRNA. Furthermore, cotreatment of 3T3-L1 cells with a miR-218 mimic and lopinavir/ritonavir decreased *Glut4* levels (34, 35). This prior study also reported that 21 miRNAs out of 754 were overexpressed by 2-fold in the subcutaneous adipose among 8 individuals with HIV lipodystrophy compared with 8 uninfected individuals. Interestingly, in contrast to our findings in sEV miRNAs, the authors found that miR-186 was upregulated in the adipose depot but did not report any data on miR-20a-3p or miR-324-5p in the adipose tissue or on altered pattern of circulating miRNA.

We have previously reported significant miRNAs affected in the a*Dicer*-KO model (8) and now show general concordance between findings in these mouse and human studies, for example, in the relative increase in miR-20a-3p and reductions in reduced miR-186 and miR-324-5p. Some differences between studies could be due to selective sorting of certain miRNAs into sEVs (36, 37), differing biology in the mouse versus human, or differences in the mechanism of *Dicer* dysregulation in these models, e.g., adipose-specific total genetic knockout of Dicer in the mouse study (8) versus physiological regulation in multiple tissues by HIV-related factors in the current study. Taken together, these data from multiple experiments, including the observation of increased miR-20a-3p expression in preadipocytes in response to *Dicer* siRNA, suggest an effect of reduced dicer to increase miR-20a-3p and affect other miRNAs.

One interesting aspect of these studies was the finding that *Ltbp2* transcription was significantly downregulated in human preadipocyte cultures by all 3 miRNAs observed to be altered in HIV lipodystrophy. Similarly, expression of *Nebl* and *Wisp2* was also decreased by all 3 miRNAs. Furthermore, we showed that *Ltbp2* was reduced in both abdominal and dorsocervical adipose tissue biopsies from another cohort of patients with HIV who developed lipodystrophy when compared with adipose tissue from patients with HIV who did not develop lipodystrophy (20), further indicating a critical role of *Ltbp2* in HIV lipodystrophy. Moreover, in the present study, we demonstrated that downregulation of *Ltbp2* in adipocytes by siRNA affected key regulators of adipocyte differentiation, metabolic regulation, cellular structure, and inflammation. Indeed, knockdown of *Ltbp2* in human cell culture of preadipocytes consistently resulted in downregulation of several key genes associated with maturation of adipocytes, including *C/ebpa* and *CD36*, highlighting the role of *Ltbp2* as a potential mechanistic factor contributing to subcutaneous adipose dysfunction and related metabolic abnormalities in HIV lipodystrophy. To complement these changes in gene expression, we also found reduced oil red O expression in adipocytes transfected with *Ltbp2*. Of note, prior work in HIV has shown adipose dysfunction among individuals with HIV, with lower mRNA concentrations of key adipogenic differentiation factors, including *C/ebpα* and *β*, *Pparγ*, and *Srebp1c* (38). This prior work also demonstrated *Srebp1c* mRNA concentrations correlated negatively with inflammatory cytokine levels (38).

Several genes downregulated by knockdown of *Ltbp2* are also linked to fatty acid oxidation and lipid metabolism pathways, such as *Fasn*, *Fabp4*, and adiponectin. Impaired fatty oxidation is a characteristic of HIV lipodystrophy (39, 40). Adiponectin, *Glut4*, and *Ppar*γ, integral genes to insulin action and sensitivity, were also dampened by *Ltbp2* downregulation. Insulin resistance is a common clinical finding in HIV lipodystrophy often presenting in association with other metabolic sequelae, such as ectopic fat accumulation and inflammation (10, 12, 41). While existing miRNA databases do not report *Ltbp2* as a target of our identified miRNAs, our data reveal a clear link between these miRNAs and *Ltbp2*. Knockdown of *Wisp2* also resulted in downregulation of markers of adipocyte differentiation though to a somewhat lesser degree than *Ltbp2*. In that regard, combined loss of *Ltbp2*, *Nebl*, and *Wisp2* did not have an additive effect across critical metabolic genes above that of *Ltbp2*, suggesting that these genes act in the same pathway.

Mutations in *Lmna* and *Pparγ* are well recognized in familial partial lipodystrophies and therefore could play a role in this acquired form of lipodystrophy. In this study, we determined that knockdown of *Ltbp2* and *Wisp2* resulted in significant downregulation of *Lamin C*. The *Lmna* gene encodes both lamins A and C — isoforms generated by alternative splicing of *Lmna*. *Lmna* gene mutations generally disrupt both lamin A and lamin C in partial lipodystrophy (42). Missense mutations on the *Lmna* gene, predominantly identified on exon 8, have been reported to cause a lipodystrophic phenotype (43, 44). There are reports of lamin A–specific mutations in partial lipodystrophy (43) and lamin C–specific mutations in generalized lipodystrophy (42). Interestingly, protease inhibitors have been linked to altered lamin C (45). We demonstrate reduced *Lamin C* in response to knockdown of key genes dysregulated by miRNAs in HIV lipodystrophy in cultured human preadipocytes. This occurs in vitro, independent of any ART exposure, but in vivo, it is possible that ART use may further compound this effect on *Lamin C*. The altered expression of these genes regulated by *Ltbp2* expression may contribute to fat dysregulation and subsequent metabolic complications in HIV lipodystrophy.

Finally, 3 inflammatory markers, *IL1β*, *IL6*, and *CcL20*, were increased with knockdown of *Ltbp2*. HIV lipodystrophy is associated with an inflammatory phenotype; i.e., subcutaneous adipose tissue shows an increased infiltration with inflammatory cells. Importantly, IL-6, and to a lesser extent IL-1β, have been linked to HIV lipodystrophy (46–48). Of note, knockdown of *Ltbp2* was also associated with reduced *Hmox1*. Knockdown of *Hmox1* could have an inflammatory effect as HMOX1 catalyzation can result in antiinflammatory responses by upregulation of interleukin 10 and interleukin 1 receptor antagonist expression (49, 50). Our data suggest altered miRNAs regulate *Ltbp2*, which in turn may increase inflammatory gene expression in adipose tissue, thus providing an additional mechanism for this effect. Other inflammatory markers, including *IFNβ*, were generally increased but did not reach significance with knockdown of *Ltbp2*. *Dicer* has recently been identified to repress interferons and the antiviral response in other cell types (51); thus, our data showing a trend toward increased interferon with reduced *Dicer* show a potential consistent effect in adipocytes.

This study has a number of strengths and some limitations. A strength of our study is the translational exploration of a clinical phenotype. Leveraging our preclinical model of the a*Dicer*-KO mouse, we evaluated the implications of reduced adipose Dicer expression in HIV lipodystrophy on sEV-carried miRNAs and further tested manipulation of these miRNAs, leveraging RNA-Seq to arrive at key genes contributing to critical adipogenic and inflammatory pathways. We were unable to collect additional subcutaneous adipose tissue samples in our human subjects to complement our RNA-Seq studies conducted using cultured human preadipocytes, but we validated the potential role of *Ltbp2* in a relevant HIV database of adipose gene expression (20). Our data profiling circulating sEV patterns do not allow us to discern whether reduced *Dicer* in subcutaneous adipose is directly affecting local miRNAs, and whether such altered miRNAs affect local adipogenic pathways in a paracrine fashion, distant adipose tissues, or other organs. However, our adipocyte transfection study using *Dicer* siRNA suggests the adipocyte may be directly involved in a paracrine-like effect. Future studies should now investigate this discovered miRNA signature and related target genes to determine effects on key adipogenic pathways in critical adipose depots, including browning of white adipose tissue and oxidative stress, as well as metabolic pathways in other critical organs, such as the liver, to determine how this mechanism contributes to overall metabolic dysregulation in HIV. Future studies should also assess if these pathways are important in other conditions of reduced *Dicer*, such as aging and overfeeding (9, 52), which are characterized by metabolic dysregulation.

In the current investigation, we were unable to disentangle any specific contribution of ART in reducing *Dicer* and dysregulating circulating miRNAs. Nonetheless, our experiments in adipocyte cultures were performed in the absence of any ART, suggesting that the downstream consequences of reduced *Dicer* and altered miRNAs on adipose function occur independently of ART. Further studies should investigate this question.

In summary, we conclude miR-20a-3p functions as a key marker among individuals with HIV lipodystrophy with altered adipose tissue *Dicer* expression. Overexpression of miR-20a-3p was shown to promote metabolic perturbations, potentially through the downregulation of *Ltbp2* in the adipocyte, leading to dysregulation in critical markers of adipose differentiation and inflammation, and a relevant lipodystrophy gene, *Lamin C*. As such, these studies provide a plausible mechanistic schema, whereby miR-20a-3p downregulates *Ltbp2*, leading to adipocyte dysfunction in HIV lipodystrophy. This study demonstrates a potentially novel pathway that can be targeted to improve adipose dysfunction in this population.

## Methods

### Study participants.

Eighteen participants with HIV, 9 with and 9 without lipodystrophy, and 9 uninfected participants without HIV were previously recruited in an observational study to assess *Dicer* expression in the abdominal subcutaneous adipose tissue (6). All participants were male between the ages of 18 and 60 years with a BMI 18–35.0 kg/m^2^. Among participants with HIV, ART use had been stable for more than 12 months. A single investigator assessed for HIV-related lipodystrophic changes in fat. Lipodystrophy was characterized by the presence of excess dorsocervical fat accumulation. MRI also confirmed the examination (see MRI methods below). Major exclusion criteria included hemoglobin less than 10.0 g/dL; known history of diabetes and use of antidiabetic medications; abnormal thyroid function; use of glucocorticoids, growth hormone, growth hormone–releasing hormone, or other anabolic therapies within 3 months of enrollment; current substance abuse; or active or serious chronic medical conditions other than HIV.

### Assessment of fat redistribution.

MRI of the neck was performed on a Siemens 3T Trio magnetic resonance system using phased-array neck and body matrix coils. A volumetric 3D Dixon gradient-echo multiecho pulse sequence with 6 echo times (repetition time = 20 ms; echo time = 2.46, 6.15, 9.84, 12.3, 14.76, 17.22 ms; flip angle = 5; slice thickness = 3 mm; field of view = 42 cm; matrix = 256 × 256) was employed. Sagittal images were reconstructed to identify the level of C7 vertebral body. Axial images at the level of C7 were reconstructed and used for measurement of dorsocervical adipose tissue area. Vertical reference lines were placed along the lateral border of the vertebral body of C7 and projected over dorsocervical adipose tissue, providing standardized lateral boundaries for the fat depot. Dorsocervical adipose tissue was demarcated anteriorly by the paraspinal muscles and posteriorly by the dorsocervical skin. Area measurements within these boundaries were expressed in square centimeters. In addition, MRI was acquired using an axial T1-weighted, fat-suppressed pulse sequence obtained at the level of L4 vertebral body for determination of visceral and subcutaneous fat areas utilizing commercial software (Vitrak, Merge e/Film).

### Biochemical and metabolic assessment.

Participants presented after an overnight fast for blood sampling. CD4^+^ and CD8^+^ T cell counts were assessed by flow cytometry. HIV viral load was determined by ultrasensitive real-time PCR (Roche cobas amplicor). As previously described, *Dicer* expression was determined from subcutaneous adipose tissue biopsies (6).

### Abdominal fat biopsy.

Surgical sampling of subcutaneous abdominal fat was performed under local anesthesia with 1% lidocaine, using a 4 mm diameter punch biopsy. Specimens were snap-frozen in a dry ice/ethanol bath and immediately transferred to –80°C.

### Animals.

Generation of adipocyte-specific *Dicer*-KO mice (a*Dicer*-KO; Adiponectin-Cre+ *Dicer*^fl/fl^) and control mice (Adiponectin-Cre-*Dicer*^fl/fl^) was described elsewhere (8). Female and male mice aged between 10 and 18 weeks were used for the experiments. Mice were anesthetized with Avertin (MilliporeSigma), and blood was collected by cardiac puncture.

### Human preadipocytes and white adipogenesis differentiation.

Human white preadipocytes were provided by the adipocyte core of the Boston Nutrition Obesity Research Center (BNORC). Abdominal subcutaneous fat tissue was obtained from people undergoing plastic surgery. Donors were 30–60 years old, female, of BMI range 21.7–45.7 kg/m^2^, and nondiabetic. Adipose stromal cells were isolated as previously described (14). Briefly, minced tissue was treated with collagenase solution (1 mg/mL HBSS) (type 1, Worthington Biochemical) in a continuous shaker at 37°C for 2 hours. The digested tissue was filtered through a 250 μm mesh (Component Supply, Inc.). Cells were centrifuged at 500*g* for 10 minutes at room temperature. The red blood cells in the cell pellets were lysed (0.154 mM NH_4_Cl, 10 mM K_2_HPO_4_, and 0.1 mM EDTA, pH 7.3). The washed cells were plated using α-MEM (Gibco, Thermo Fisher Scientific) with 10% FBS (Gemini Bio Products) and 100 U/mL penicillin with 10 μg/mL streptomycin (pen/strep) (Corning). For the experiments, cells were grown in DMEM high glucose with 20% FBS and 1% pen/strep until confluence. At day 0 of the differentiation protocol, cells were preinduced using growth media supplemented with 500 nM insulin; 2 nM 3,3′,5′-triiodo-l-thyronine (T3); and 1 μM rosiglitazone. This medium was renewed every 2–3 days. At day 6, cell differentiation was induced using growth medium supplemented with 500 nM insulin, 2 nM T3, 1 μM rosiglitazone, 0.54 mM 3-isobutyl-1-methylxanthine (IBMX), 33 μM biotin, 17 μM pantothenate, 0.1 μM dexamethasone, and 30 μM indomethacin. This medium was renewed every 2–3 days for 12 additional days, after which cells can be considered fully differentiated (day 18 of differentiation protocol). All chemicals and reagents were purchased from MilliporeSigma unless otherwise noted. The mimic and anti-miR transfection, with 83 nM mimic miR-20a-3p (Horizon Discovery, Dharmacon) and anti–miR-186 and anti–miR-324-5p (miRVana, Thermo Fisher Scientific) mixed with lipofectamine RNAiMAX (Thermo Fisher Scientific), was done at day 5 after starting the preinduction phase. As controls, a positive control miRIDIAN microRNA Mimic targeting aldolase-A and a miRIDIAN Dy-547–labeled miRNA Transfection Control (both from Horizon Discovery, Dharmacon) were transfected in parallel. For the transfection with siRNAs against *Ltbp2*, *Nebl*, *Wisp2*, or nontargeting control siRNA, we used 16.67 nM each single siRNA in combination with lipofectamine RNAiMAX. For the triple siRNA combination, one-third of each siRNA of the above siRNAs was used (5.55 nM each). Transfection with Dicer siRNA (Horizon Discovery, Dharmacon) was also performed at day 5 after starting the preinduction phase. One day later differentiation was induced as described above, and samples were collected for RNA isolation 6 days after differentiation induction.

### Human preadipocytes and beige adipogenesis differentiation.

Human white preadipocytes were obtained and grown until confluence as described in the previous section. After reaching confluence, cells were transfected with siRNAs against *Ltbp2*, *Nebl*, or *Wisp2* or the triple combination as done for white adipogenesis above. One day after transfection with siRNAs, beige adipogenesis was induced based on the protocol described by Singh et al. (53), with slight modifications. Briefly, confluent cells were induced to beige differentiation by adding the following reagents resuspended in DMEM/F12 (Thermo Fisher Scientific, 11965118) with 10% FBS and 1% pen/strep: 200 ng/mL recombinant hIGF-I (Peprotech, 100-11), 8 ng/mL human basic FGF (Miltenyi Biotech, 130-093-838), 100 ng/mL human BMP7 (R&D Systems, 354-BP), 10 μM Y27632 (Cayman Chemical, 10005583), 2 μM rosiglitazone (MilliporeSigma, R2408), 1 nM T3 (MilliporeSigma, T6397), 1 μM dexamethasone (MilliporeSigma, D4902), and 500 μM IBMX (MilliporeSigma, I5879). Medium was replaced every 3 days. Lipid droplet accumulation was readily observable a few days after induction and increased with time until reaching approximately 80%–90% of the plate at day 21 after induction. On this day, cells were washed with PBS and added to TRIzol for RNA isolation as described below.

### sEV isolation.

sEV isolation was performed using standard differential ultracentrifugation protocol (15) on 2–3 mL of serum from each of the 27 participants (9 HIV/lipo, 9 HIV/nonlipo, 9 non-HIV). Serum was collected in a tube without anticoagulant and underwent centrifugation at 4°C at setting 1500*g* for 10 minutes. Briefly, serum was diluted with PBS and successively centrifuged at 2000*g* for 10 minutes and 10,000*g* for 30 minutes. The supernatant was then ultracentrifuged at 100,000*g* for 70 minutes using an SW-28 rotor (Beckman-Coulter) to pellet the sEV. Pellets were washed with PBS, centrifuged again at 100,000*g* for 70 minutes, and either resuspended in PBS for nanoparticle tracking analysis, immunoblotting, nanoparticle tracking analysis, and electron microscopy or resuspended in TRIzol reagent (Thermo Fisher Scientific) for RNA isolation and subsequent miRNA profiling. For the sEV isolation of mouse serum, blood obtained by cardiac puncture sat for 30 minutes at room temperature to allow coagulation prior to centrifuging twice at 500*g* for 5 minutes and 2000*g* for 10 minutes to remove cells and cellular debris. Supernatant was mixed 1:4 with double-filtered PBS and centrifuged at 10,000*g* for 30 minutes to remove large vesicles. Supernatants containing serum sEVs were mixed in pools, each consisting of 10,000 g derived supernatants from 2 females and 1 male of the same genotype, having the same age distribution in all control and a*Dicer*-KO samples. These pools were ultracentrifuged at 100,000*g* for 70 minutes using an SW-28 rotor. The pellets containing the sEVs were washed with double-filtered PBS and centrifuged again at 100,000*g* for 70 minutes. After removing all supernatant, pellets were resuspended in TRIzol and proceeded to RNA isolation, miRNA retrotranscription, and PCR assay as described below.

### Nanoparticle tracking analysis.

Vesicle concentration and size distribution was determined by the dynamic light scattering technology using a Nanosight LM10 (Malvern Panalytical) at the Nanosight Nanoparticle Sizing & Quantification Facility at Massachusetts General Hospital (Charlestown, Massachusetts, USA). The script was programmed to take 5 videos for 30 seconds each for each sample. Samples were diluted 1:50 prior to running Nanosight system. For the calculation of the sEV concentration, this dilution and the volume of original serum where they were isolated from were taken into account.

### Immunoblotting.

Serum sEV and human 293T cells (Takara catalog 632180) were resuspended in RIPA lysis buffer (MilliporeSigma) containing 0.1% SDS and protease and phosphatase inhibitors (Biotool) and incubated on ice for 30 minutes prior to centrifugation at 12,000*g* for 10 minutes. Supernatants were used for Western blotting in SDS-PAGE electrophoresis. Protein concentration was determined by a BCA kit (Thermo Fisher Scientific). The following antibodies were used: TSG101 (sc-7964, Santa Cruz Biotechnology), CD63 (ab68418, Abcam), and calnexin (ab22595, Abcam).

### Oil red O staining.

Human adipocytes were grown, differentiated, and transfected against *Ltbp2*, *Nebl*, *Wisp2*, and the triple combination as described above. Cells were washed with PBS and fixed with 4% paraformaldehyde for 5 minutes. Cells were washed with PBS again and incubated for 1 hour with oil red O (ORO) working solution. To make ORO working solution, ORO stock solution (0.5% ORO in isopropanol) was mixed 3:2 with water and filtered. After 1-hour incubation, cells were washed with water, and representative photographs were taken immediately. Quantification of ORO signal was performed by ImageJ (NIH). Briefly, red/green/blue channels were separated in 3 pictures. Signal from red-containing pictures was quantified by selecting a 0–50 threshold, and the percentage of positive area was later calculated.

### Electron microscopy.

CD63 immunogold staining of sEV preparations was performed at Electron Microscopy Facility at Harvard Medical School. sEVs were isolated by ultracentrifugation as described above and adsorbed to a hydrophilic carbon coated grid. After blocking with BSA, grids were incubated with antibody against the sEV marker CD63 (BD Pharmingen 556019) and later an IgG secondary antibody (Abcam ab6709). The antibody complex was detected using Protein A-gold (10 nm). The grids were examined in a JEOL 1200EX transmission electron microscope, and images were recorded with an AMT 2k charge-coupled device camera.

### RNA isolation and miRNA profiling.

Upon addition of chloroform, samples were centrifuged at 12,000*g* for 15 minutes. The upper phase was collected and mixed with isopropanol, ammonium acetate (250 mM), and RNA-grade glycogen (1 μg/mL, Thermo Fisher Scientific) and incubated overnight at –20°C. Samples were then centrifuged at 12,000*g* for 30 minutes, washed twice with 75% ethanol, and resuspended in nuclease-free water. The RNA concentration was assessed by NanoDrop, and equal amounts of RNA for each sample were used for miRNA profile analysis. This was accomplished using a quantitative real-time PCR–based kit (RA660A-1, System Biosciences) following manufacturer’s instructions. For single detection of miRNAs, RNA was retrotranscribed using miRCURY LNA Starter kit (QIAGEN) and assessed by PCR using highly specific miRCURY LNA primers (QIAGEN).

RNA extraction from human adipocytes was performed as described for sEV RNA isolation. Reverse transcription was done using High Capacity Reverse transcription kit (Applied Biosystems, Thermo Fisher Scientific) following manufacturer’s instructions.

### RNA-Seq.

The total-RNA samples from human adipocytes were quantified using an Agilent 4200 TapeStation instrument, with a corresponding Agilent TapeStation RNA assay. The resulting RNA integrity number scores and concentrations were taken into account for qualifying samples to proceed.

The samples were normalized to 200 ng of input in 50 μL (4 ng/μL), and the mRNA was captured using oligo-dT beads as part of the KAPA mRNA HyperPrep workflow. cDNA synthesis, adapter ligation, and amplification were conducted subsequently as part of the same workflow. Following amplification, residual primers were eluted away using KAPA Pure Beads in a 0.63× SPRI-based cleanup.

The resulting purified libraries were run on an Agilent 4200 TapeStation instrument, with a corresponding Agilent High Sensitivity D1000 ScreenTape assay to visualize the libraries and check that the size and concentrations of the libraries matched the expected product. qPCR with the KAPA Library Quantification kit, which uses primers complementary to the sequencing flow-cell oligos, was run to confirm the functional concentration. Molarity values obtained from this assay were used to normalize all samples in equimolar ratio for 1 final pool. The pool was denatured and loaded onto an Illumina NextSeq 500 instrument, with a high-output 75-cycle kit to obtain single-end 75 bp reads. The pool was loaded at 1.6 pM, with 5% PhiX spiked in as a sequencing control. The base call files were demultiplexed through the Harvard Biopolymers Facility Genomics Core’s pipeline, and the resulting FASTQ files were used in subsequent bioinformatic analysis. RNA-Seq data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus database under accession number GSE183822.

### Statistics.

Normality of distribution was determined using the Shapiro-Wilk test. Data are presented as mean ± SEM or median and IQR, depending on the normality of the distribution. Categorical variables are reported as proportions. Primary demographic comparisons were made between all 3 groups, non-HIV, HIV nonlipodystrophic, and HIV lipodystrophic, by overall comparison among the group by the appropriate test: 1-way ANOVA or Kruskal-Wallis test. Univariate regression was performed using Spearman’s correlation coefficient.

For miRNA profiling analysis, the data from 2 participants (1 HIV/lipo and another HIV/nonlipo) were removed due to high degree of hemolysis that significantly affected the miRNA profile results (Supplemental Table 1). As an initial step, although 1113 different miRNAs were measured, only those with Ct more than 35 in at least 5 samples per group (997 miRNAs) were considered expressed and therefore kept for further analysis. Expression data for miRNA expression were normalized to the mean Ct of all miRNAs for each sample. All samples displayed a similar Ct distribution. miRNA nomenclature was based on miR-Base database version 22 (https://www.mirbase.org). To discover differential miRNA expression among groups, we used Limma, an R package for linear modeling that powers differential expression analyses (54). The same statistical method was used for analysis of RNA-Seq data. For RNA-Seq, genes meeting criteria for an absolute fold change 1.5 and *P* < 0.05 were initially considered significant (Supplemental Tables 2–7). For multiple comparisons related to miRNA and RNA-Seq, an FDR was then applied as indicated in each experiment. Statistical significance was defined as FDR < 0.05 for sEV miRNA profiling. Data for *Ltbp2* expression in HIV nonlipodystrophic and lipodystrophic abdominal subcutaneous and dorsocervical adipose tissues were obtained from data set repository GSE28073 (20). For gene expression analysis, statistical significance was performed by 1-way ANOVA test followed by Dunnett’s test comparing each group with the control group, controlling for multiple comparisons. Gene target prediction of miRNAs was performed using TargetScan and Diana-Tools software (55, 56), selecting a score more than 85. For hierarchical cluster analysis, moderated *F* test was used to detect genes that were differentially expressed between any 2 groups (namely control, miR-20a-3p, anti–miR-186, and anti–miR-324-5p). A total of 1031 genes were selected that had FDR < 0.05 in the *F* tests. Hierarchical cluster analysis was conducted based on the Euclidean distance of these selected genes. We defined 8 clusters according to the hierarchical tree. All statistical analyses were performed using SAS JMP (version 15), SPSS (version 20, IBM), and R.

### Study approval.

All animal studies were conducted in compliance with the regulations and ethics guidelines of the NIH and were approved by the IACUC of the Joslin Diabetes Center. The human study was approved by the Mass General Brigham Institutional Review Board. All individuals provided written informed consent prior to inclusion in the study.

## Author contributions

SS designed the study, recruited patients, analyzed data, and drafted and critically reviewed the manuscript. SS was assigned as primary co–first author due to patient recruitment and conceptualization of the project. RGM designed the study, analyzed data, and drafted and critically reviewed the manuscript. MT analyzed data and critically reviewed the manuscript. KVF recruited patients and critically reviewed the manuscript. ARC analyzed data and critically reviewed the manuscript. CRK analyzed data and critically reviewed the manuscript. SKG designed the study, analyzed data, and drafted and critically reviewed the manuscript.

## Supplementary Material

Supplemental data

Supplemental tables 1-7

## Figures and Tables

**Figure 1:**
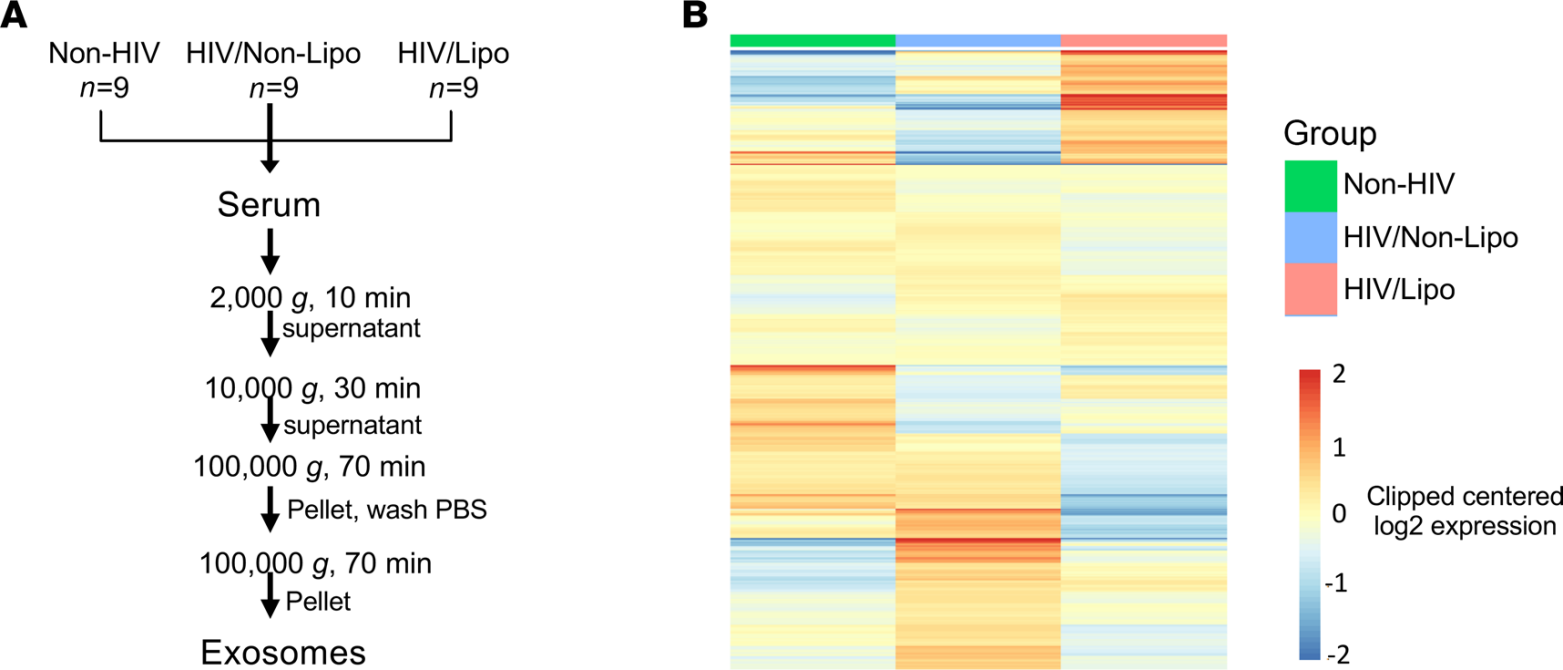
Isolation of circulating sEV miRNAs correlating to HIV infection and lipodystrophy. (**A**) Diagram representing the sEV isolation method. Exosomes were isolated from HIV/lipodystrophy, HIV/nonlipodystrophy, and non-HIV participants (*n* = 9 per group) by differential centrifugation protocol and subjected to qPCR-based miRNA profiling. (**B**) Heatmap showing the group average expression for each miRNA measured in serum. Red color indicates high expression; blue indicates low expression. Left column (non-HIV, indicated by green box at top); middle column (HIV nonlipo, indicated by blue box at top); right column (HIV lipo, indicated by pink box at top). *n* = 8–9 per group applies to all the panels in this figure.

**Figure 2:**
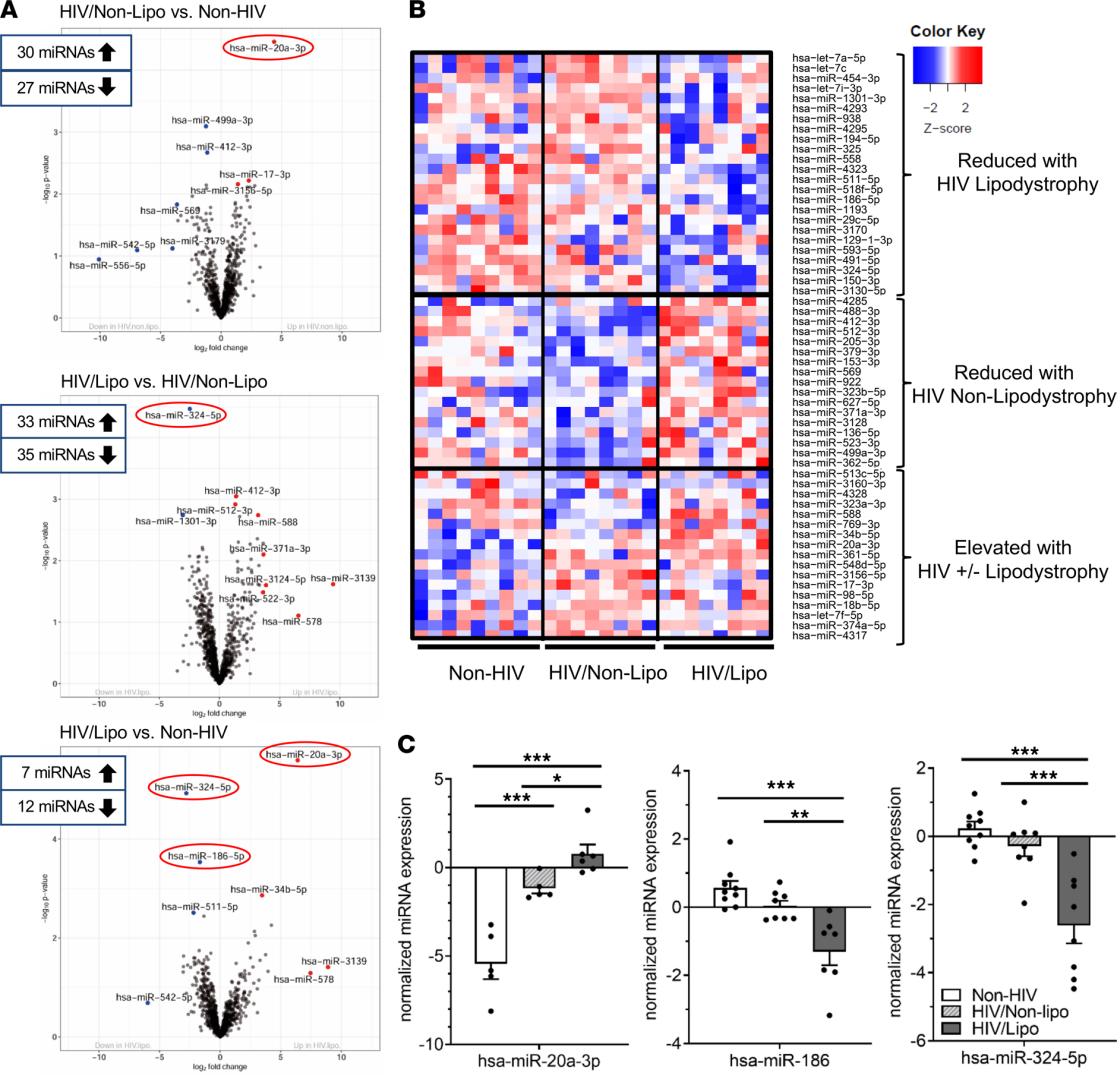
Circulating sEV miRNAs correlating to HIV infection and lipodystrophy. (**A**) Volcano plots representing the fold change and statistical significance for circulating sEV miRNAs for each of the group comparisons. The top regulated miRNAs are highlighted. The numbers in the rectangles indicate the number of upregulated and downregulated exosomal miRNAs (*P* < 0.05). The 3 miRNAs further studied (miR-20a-3p, miR-186, and miR-324-5p) are highlighted in a red circle. (**B**) Heatmap showing the abundance of the top regulated circulating sEV miRNAs shown in **A** in the conditions stated on the right side. High expression as indicated by normalized Ct is shown in red and low expression in blue. Each column represents an individual sample. (**C**) Normalized sEV miRNA expression obtained from miRNA profiling in each group for miR-20a-3p, miR-186, and miR-324-5p. Data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. *n* = 5–9 per group applies to all the panels in this figure; statistical comparison in **A**–**C** is assessed by Limma analysis.

**Figure 3:**
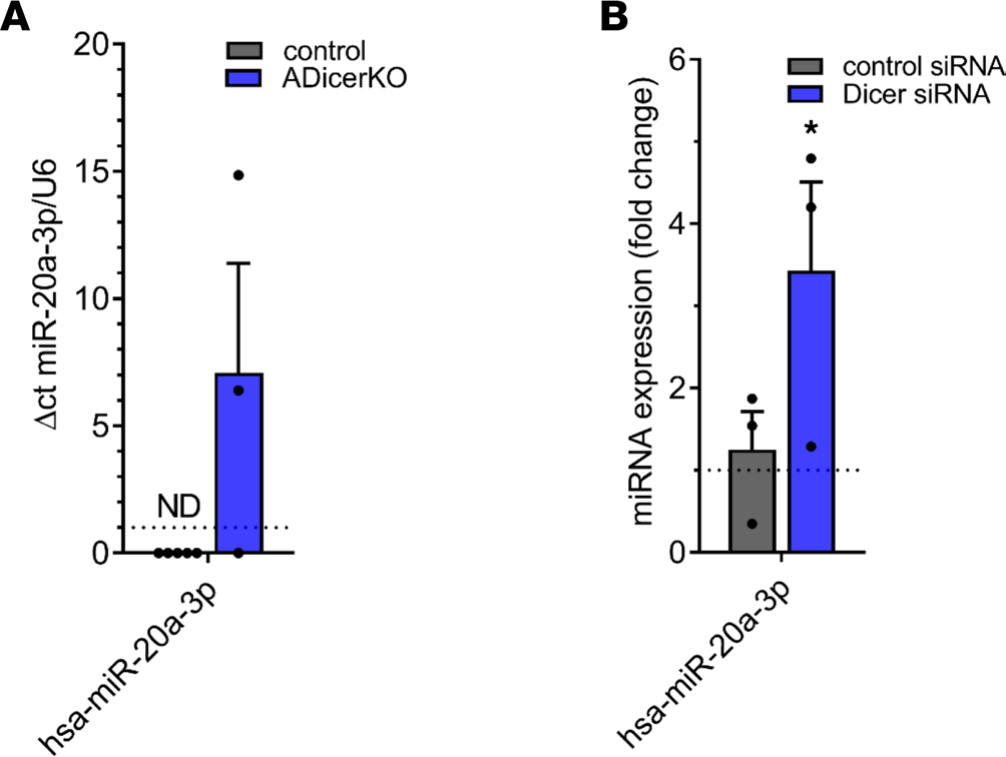
Expression of miR-20a-3p in alternative models of reduced *Dicer* expression. (**A**) Normalized sEV miRNA expression for miR-20a-3p in a*Dicer*-KO mice versus control. (**B**) Normalized sEV miRNA expression for miR-20a-3p in adipocytes transfected with *Dicer* siRNA versus control. Data are expressed as mean ± SEM. *P < 0.05. *n* = 5 sera pools for control mouse group (each pool derives from sera of 3 mice), *n* = 3 sera pools for a*Dicer*-KO mouse group (each pool derives from sera of 3 mice), *n* = 3 per group applies for **B**. ND, not detected.

**Figure 4:**
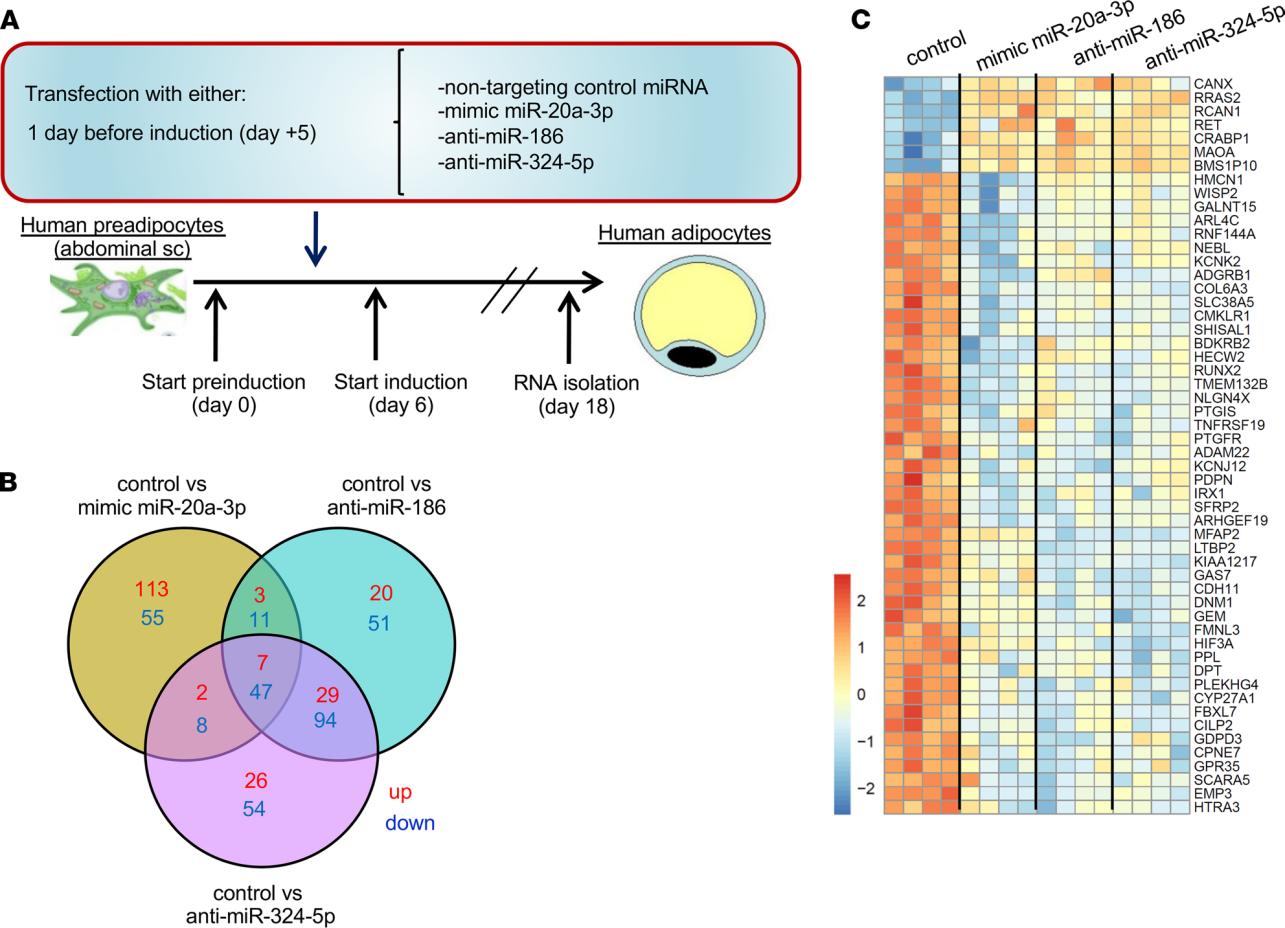
Overexpression of miR-20a-3p and inhibition of miR-186 and miR-324-5p alter transcriptome of differentiating adipocytes. (**A**) Diagram representing the experimental setup. (**B**) Venn diagram showing the number of genes upregulated (red) and downregulated (blue) for each comparison and the overlap among them. (**C**) Heatmap showing the commonly regulated genes by all treatments from the center of the Venn diagram in **B**. Red indicates high expression; blue indicates low expression. *n* = 4 per group in all the panels; statistical comparisons in **B** and **C** assessed by Limma analysis.

**Figure 5:**
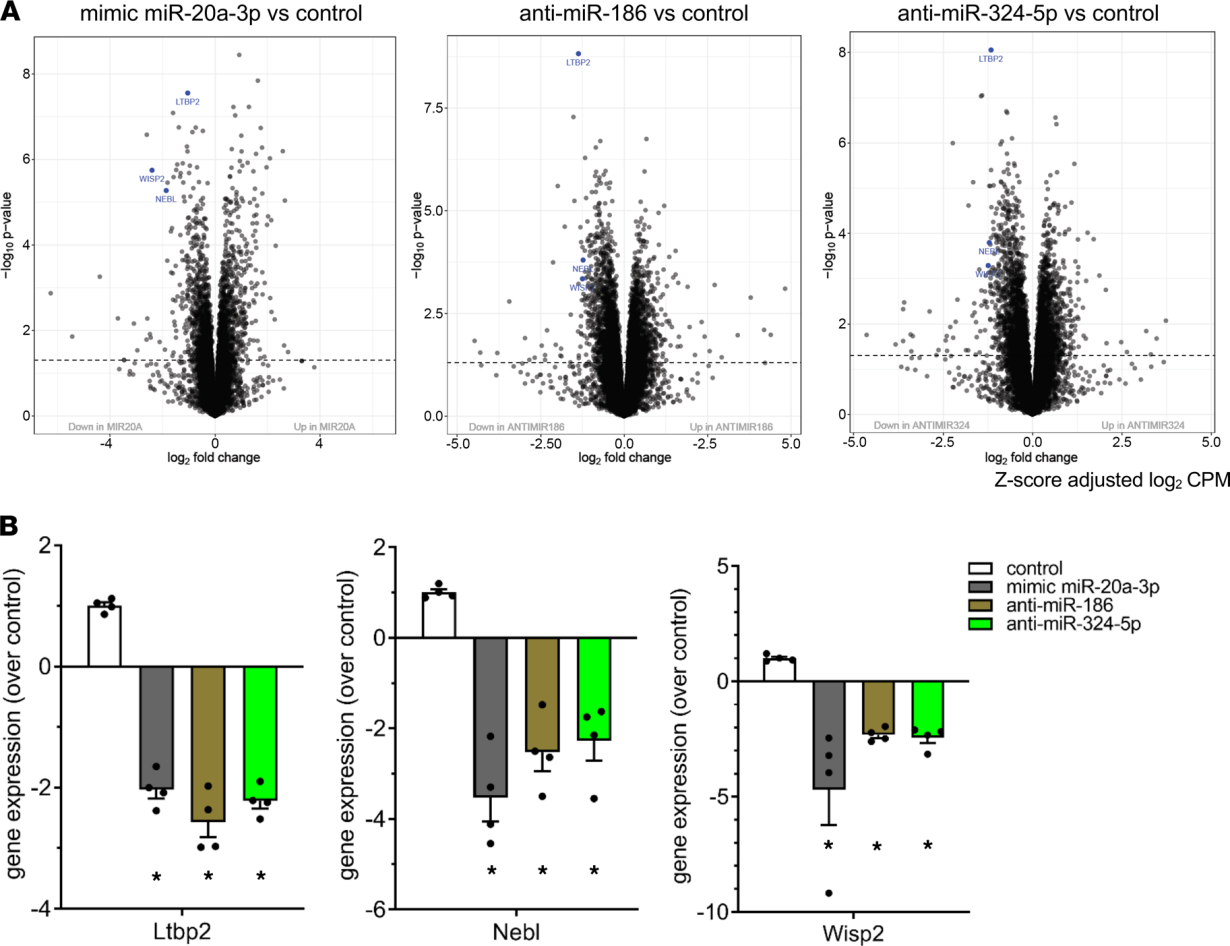
Overexpression of miR-20a-3p and inhibition of miR-186 and miR-324-5p of differentiating adipocytes demonstrates downregulation of *Ltbp2*, *Nebl*, and *Wisp2*. (**A**) Volcano plots illustrating the fold change and statistical significance for the profile of each comparison. The dashed line in each plot indicates *P* value 0.05. The genes that are the subject of further study (*Ltbp2*, *Nebl*, and *Wisp2*) are highlighted in blue. (**B**) Bar graphs showing the degree of downregulation of *Ltbp2* (left), *Nebl* (middle), and *Wisp2* (right graph) induced by each of the treatments. Data are expressed as mean ± SEM. *P < 0.05. *n* = 4 per group in all the panels; statistical comparisons in **A** and **B** assessed by Limma analysis.

**Figure 6:**
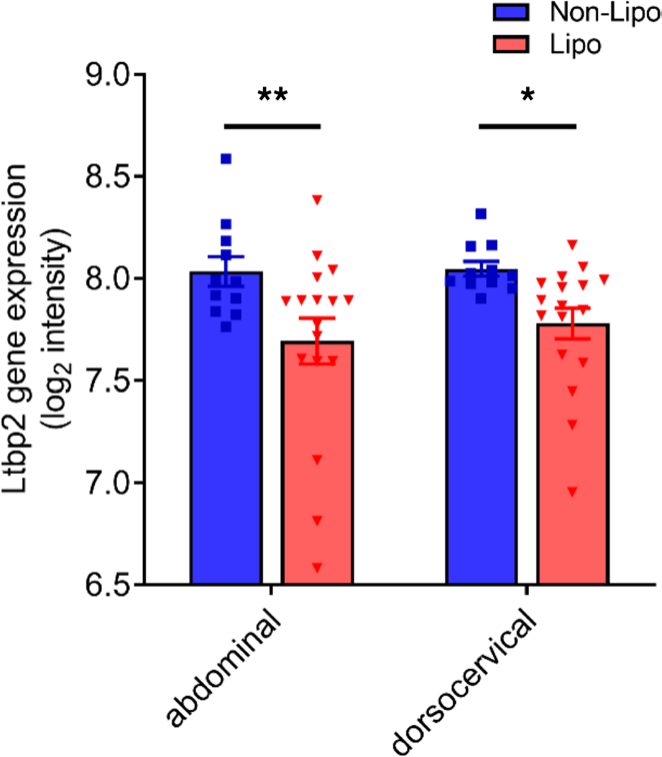
*Ltbp2* expression is downregulated in another cohort of HIV-infected patients with lipodystrophy. *Ltbp2* gene expression in the abdominal subcutaneous and dorsocervical adipose tissue depots from a cohort of HIV-infected patients without or with lipodystrophy. *n* = 11 for nonlipodystrophic patients, *n* = 17 for lipodystrophic patients. Data are expressed as mean ± SEM. *P < 0.05, **P < 0.01; statistical comparisons were assessed by Limma analysis.

**Figure 7:**
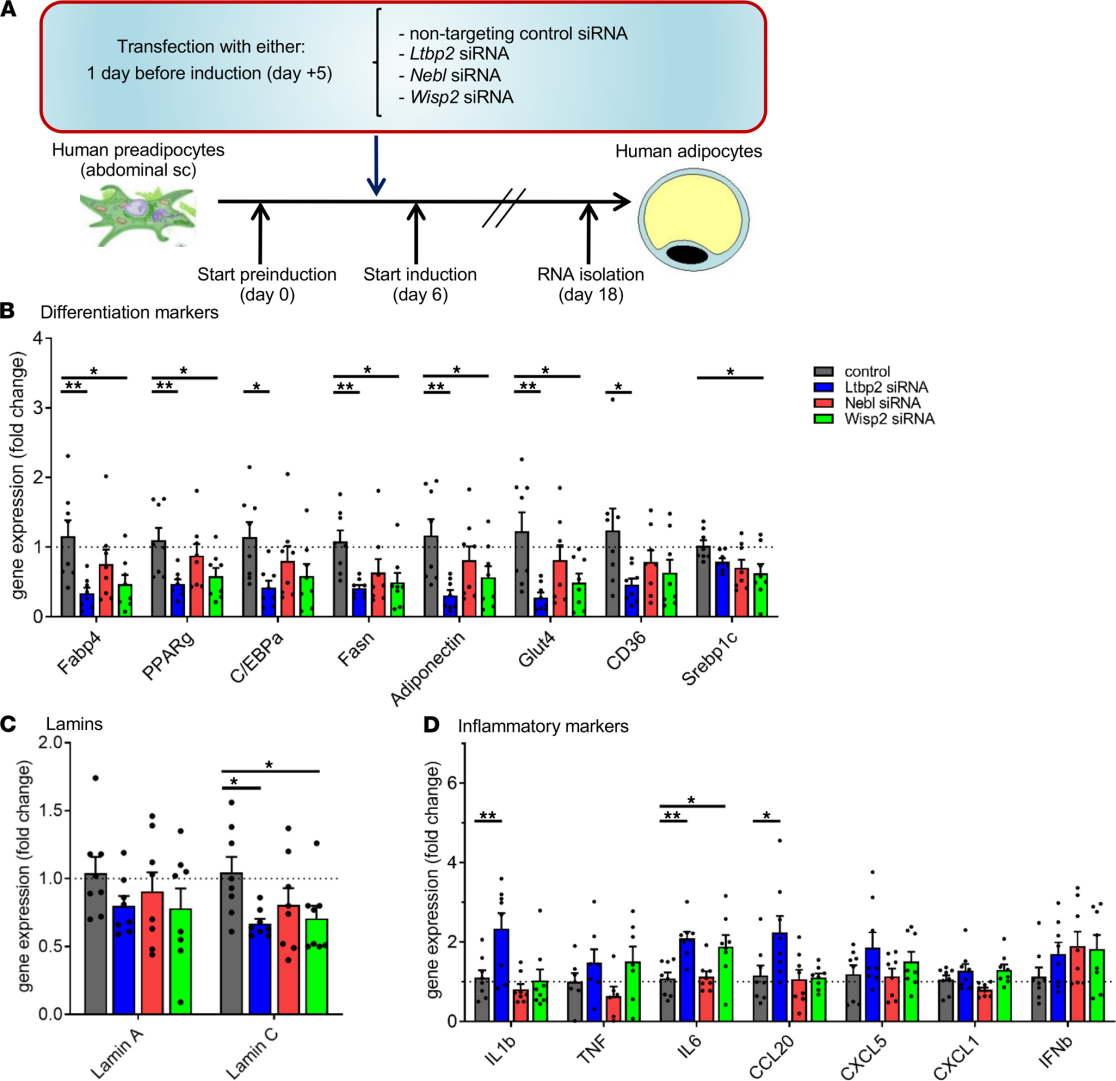
*Ltbp2* regulates adipocyte differentiation, *Lamin C* expression, and inflammation. (**A**) Diagram representing the experimental setup. (**B**) Effect of the treatment of preadipocytes with negative control, *Ltbp2*, *Nebl*, and *Wisp2* siRNA on the indicated differentiation markers. (**C**) Effects of the indicated treatments on the expression of *Lamin A* and *Lamin* *C*. (**D**) Effects of the indicated treatments on the expression of the inflammatory markers shown below. Data are expressed as mean ± SEM. *P < 0.05, **P < 0.01. *n* = 8 in all panels; statistical comparisons in **B**–**D** were performed by 1-way ANOVA followed by Dunnett’s test comparing individual groups to control.

**Figure 8:**
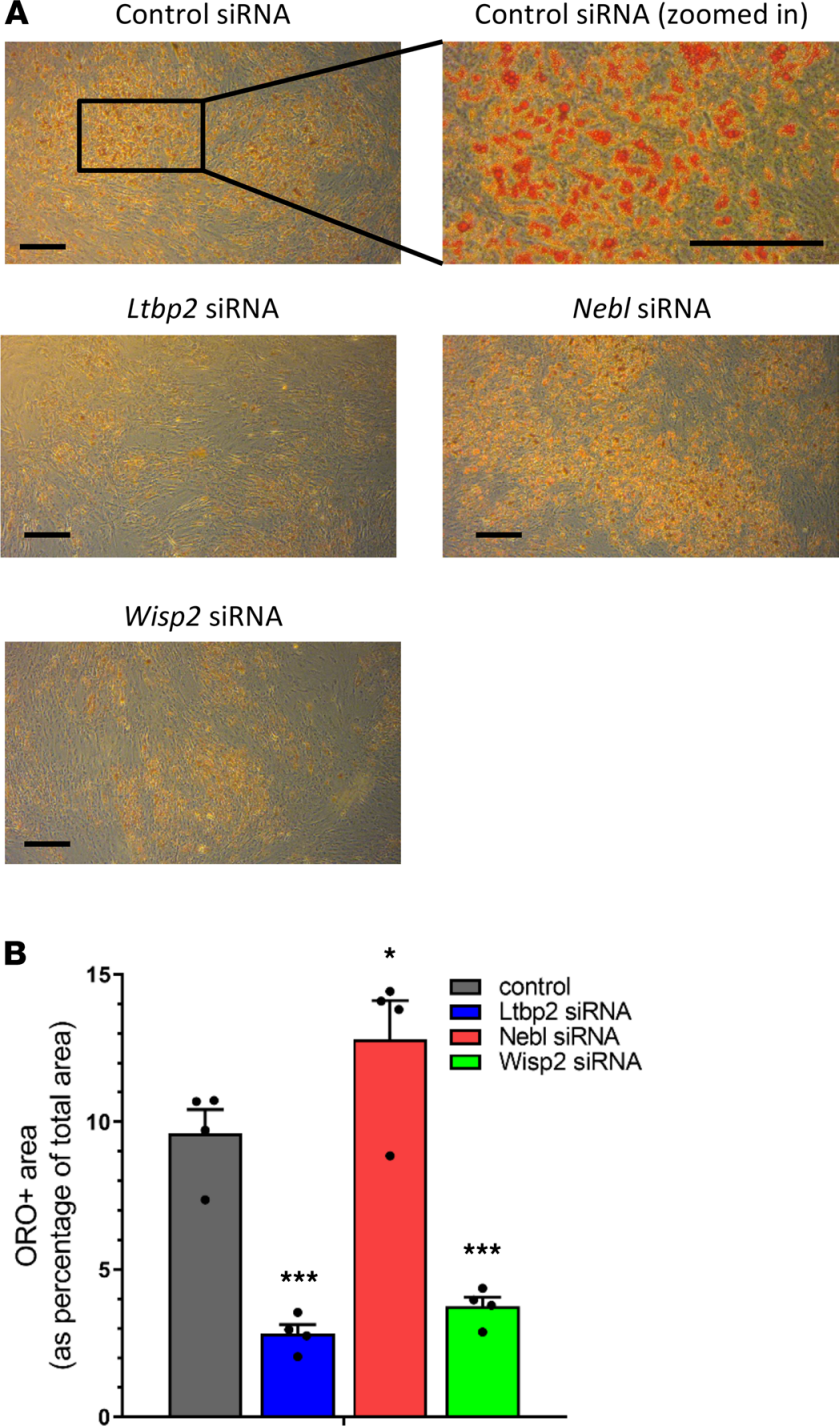
Knockdown of *Ltbp2* demonstrates reduced adipocyte differentiation. (**A**) Histologic images of adipocytes treated with *Ltbp2*, *Nebl*, and *Wisp2* siRNA stained with oil red O. (**B**) Quantitative measure of oil red O staining as a percentage of total area. Scale bar: 100 μm. *n* = 4, data are expressed as mean ± SEM. *P < 0.05, ***P < 0.001; statistical comparisons was performed by 1-way ANOVA followed by Dunnett’s test comparing individual groups to control.

**Figure 9:**
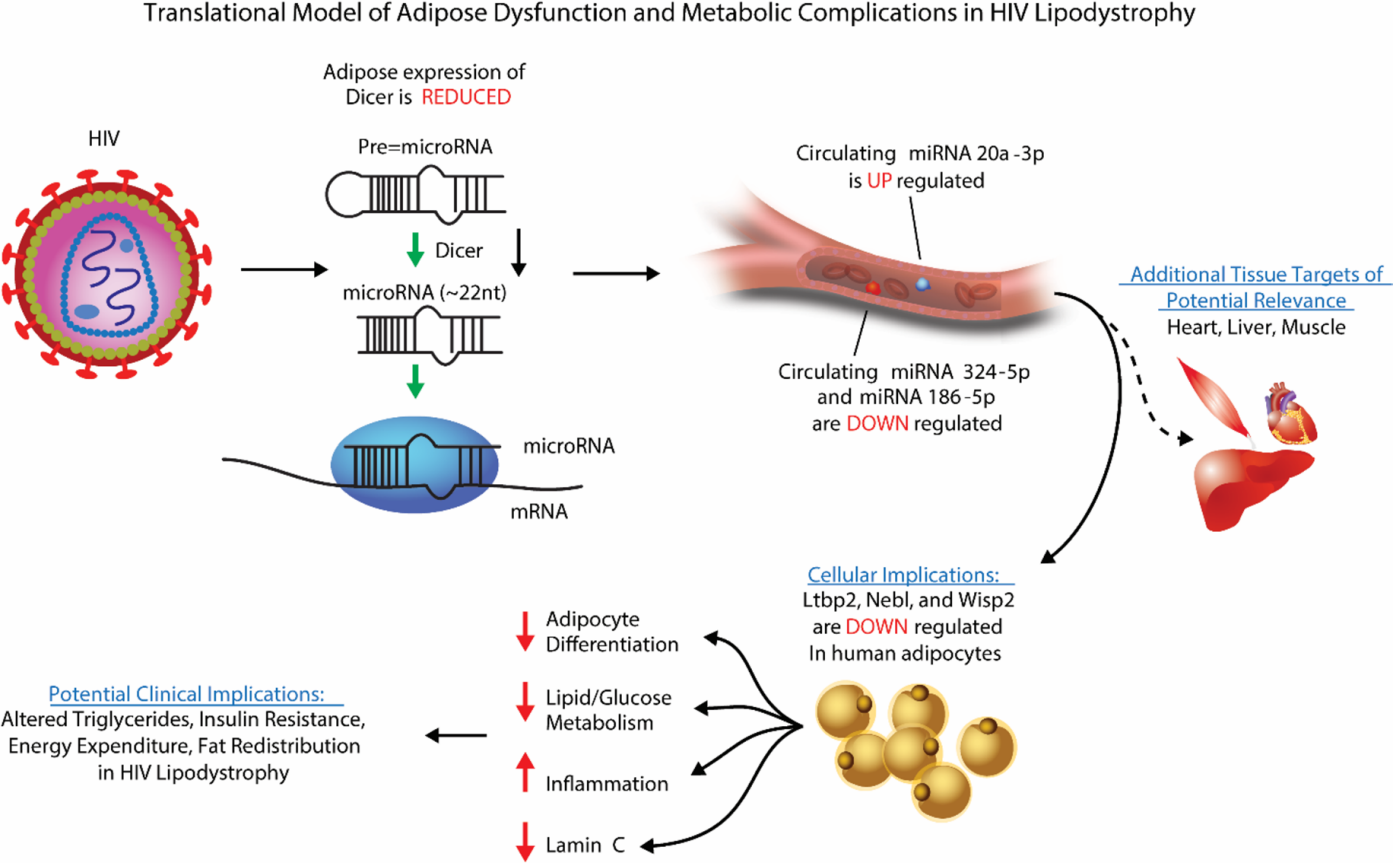
Hypothesized translational model of adipose dysfunction and metabolic complications in HIV lipodystrophy. Accessory proteins of the HIV may suppress *Dicer* expression in the adipose tissue. Lack of *Dicer* in adipose tissue leads to lipodystrophic changes in fat redistribution, metabolic dysregulation, and alteration of the levels of circulating exosomal miRNAs; i.e., sEV-carried miR-20a-3p is upregulated, and miR-324-5p and miR-186 are downregulated in serum taken from lipodystrophic patients with HIV. These sEVs would target preadipocytes, inducing downregulation of *Ltbp2*, *Nebl*, and *Wisp2*, which would subsequently impair adipocyte differentiation, inflammation, and *Lamin C* expression. Thus, reduced dicer expression in the adipose among HIV-infected patients may contribute to an altered miRNA signature and adipocyte differentiation and inflammation, which could have potential clinical implications relevant to HIV lipodystrophy. Other tissues affected in HIV lipodystrophy, such as the heart, liver, and muscle, could also be relevant targets of this pathway.

**Table 1:**
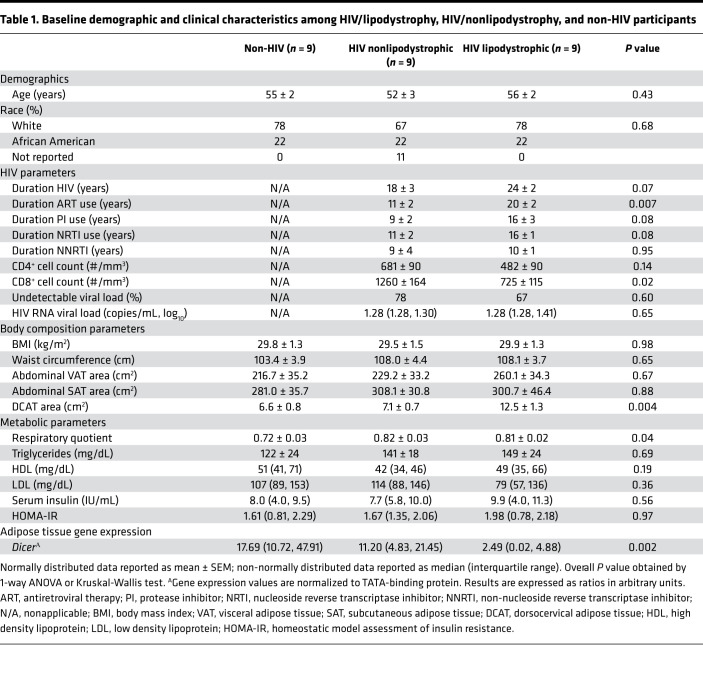
Baseline demographic and clinical characteristics among HIV/lipodystrophy, HIV/nonlipodystrophy, and non-HIV participants

**Table 2:**
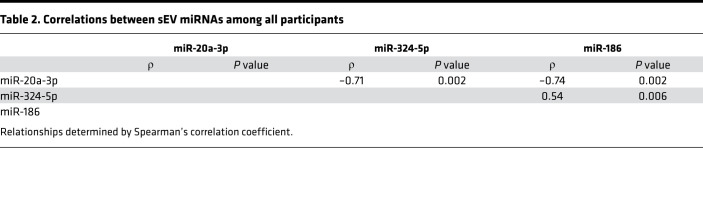
Correlations between sEV miRNAs among all participants

**Table 3:**
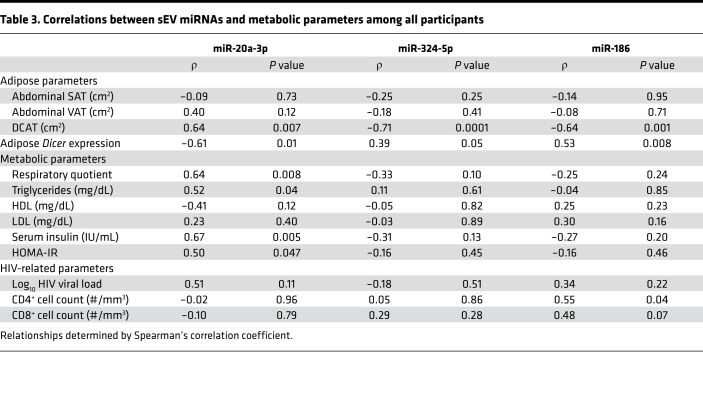
Correlations between sEV miRNAs and metabolic parameters among all participants

## References

[1] Hussain I, Garg A (2016). Lipodystrophy syndromes. Endocrinol Metab Clin North Am.

[2] Palella FJ (2016). , et al. Anatomic fat depots and coronary plaque among human immunodeficiency virus-infected and uninfected men in the multicenter AIDS cohort study. Open Forum Infect Dis.

[3] Srinivasa S (2019). Relationship of visceral and subcutaneous adipose depots to markers of arterial injury and inflammation among individuals with HIV. AIDS.

[4] Stanley TL (2014). Effect of tesamorelin on visceral fat and liver fat in HIV-infected patients with abdominal fat accumulation: a randomized clinical trial. JAMA.

[5] Agarwal N (2013). HIV-1 Vpr induces adipose dysfunction in vivo through reciprocal effects on PPAR/GR co-regulation. Sci Transl Med.

[6] Torriani M (2016). Dysfunctional subcutaneous fat with reduced dicer and brown adipose tissue gene expression in HIV-infected patients. J Clin Endocrinol Metab.

[7] Balasubramaniam M (2018). Are microRNAs important players in HIV-1 infection? An update. Viruses.

[8] Mori MA (2014). Altered miRNA processing disrupts brown/white adipocyte determination and associates with lipodystrophy. J Clin Invest.

[9] Reis FC (2016). Fat-specific Dicer deficiency accelerates aging and mitigates several effects of dietary restriction in mice. Aging (Albany NY).

[10] Joy T (2008). Relation of body composition to body mass index in HIV-infected patients with metabolic abnormalities. J Acquir Immune Defic Syndr.

[11] Bogorodskaya M (2020). Measures of adipose tissue redistribution and atherosclerotic coronary plaque in HIV. Obesity (Silver Spring).

[12] Bourgi K (2018). Inflammation and metabolic complications in HIV. Curr HIV/AIDS Rep.

[13] Thomou T (2017). Adipose-derived circulating miRNAs regulate gene expression in other tissues. Nature.

[14] Mori MA (2019). Extracellular miRNAs: from biomarkers to mediators of physiology and disease. Cell Metab.

[15] Thery C (2006). Isolation and characterization of exosomes from cell culture supernatants and biological fluids. Curr Protoc Cell Biol.

[16] GeneCards. LTBP2 Gene (Protein Coding). Latent Transforming Growth Factor Beta Binding Protein 2. https://www.genecards.org/cgi-bin/carddisp.pl?gene=LTBP2 Accessed August 20, 2021

[17] Grunberg JR (2017). Overexpressing the novel autocrine/endocrine adipokine WISP2 induces hyperplasia of the heart, white and brown adipose tissues and prevents insulin resistance. Sci Rep.

[18] Hammarstedt A (2013). WISP2 regulates preadipocyte commitment and PPARγ activation by BMP4. Proc Natl Acad Sci U S A.

[19] Gustafson B (2013). Restricted adipogenesis in hypertrophic obesity: the role of WISP2, WNT, and BMP4. Diabetes.

[20] Sevastianova K (2011). Comparison of dorsocervical with abdominal subcutaneous adipose tissue in patients with and without antiretroviral therapy-associated lipodystrophy. Diabetes.

[21] Shackleton S (2000). LMNA, encoding lamin A/C, is mutated in partial lipodystrophy. Nat Genet.

[22] Caux F (2003). A new clinical condition linked to a novel mutation in lamins A and C with generalized lipoatrophy, insulin-resistant diabetes, disseminated leukomelanodermic papules, liver steatosis, and cardiomyopathy. J Clin Endocrinol Metab.

[23] Bidault G (2011). LMNA-linked lipodystrophies: from altered fat distribution to cellular alterations. Biochem Soc Trans.

[24] Casey Klockow L (2013). The HIV-1 protein Vpr targets the endoribonuclease Dicer for proteasomal degradation to boost macrophage infection. Virology.

[25] Bennasser Y, Jeang KT (2006). HIV-1 Tat interaction with Dicer: requirement for RNA. Retrovirology.

[26] Torriani M (2012). Deiodinase 2 expression is increased in dorsocervical fat of patients with HIV-associated lipohypertrophy syndrome. J Clin Endocrinol Metab.

[27] Cui J (2021). MicroRNA-20a-3p regulates the host immune response to facilitate the mycobacterium tuberculosis infection by targeting IKKβ/NF-κB pathway. Int Immunopharmacol.

[28] Sun JL (2020). MicroRNA regulation in hypoxic environments: differential expression of microRNAs in the liver of largemouth bass (Micropterus salmoides). Fish Physiol Biochem.

[29] Stepien EL (2018). Circulating ectosomes: determination of angiogenic microRNAs in type 2 diabetes. Theranostics.

[30] Bukhari MMM (2020). Role of MicroRNAs in establishing latency of human immunodeficiency virus. Crit Rev Eukaryot Gene Expr.

[31] Wu G (2020). MiRNA-324-5p inhibits inflammatory response of diabetic vessels by targeting CPT1A. Eur Rev Med Pharmacol Sci.

[32] Gu J (2020). Downregulated miRNA-324-5p aggravates neuronal injury induced by oxygen-glucose deprivation via modulating RAN. Exp Ther Med.

[33] Peng Y (2020). SUFU mediates EMT and Wnt/β-catenin signaling pathway activation promoted by miRNA-324-5p in human gastric cancer. Cell Cycle.

[34] Bresciani E (2019). miRNA-218 targets Lipin-1 and glucose transporter type 4 genes in 3T3-L1 cells treated with lopinavir/ritonavir. Front Pharmacol.

[35] Squillace N (2014). Changes in subcutaneous adipose tissue microRNA expression in HIV-infected patients. J Antimicrob Chemother.

[36] Valadi H (2007). Exosome-mediated transfer of mRNAs and microRNAs is a novel mechanism of genetic exchange between cells. Nat Cell Biol.

[37] Skog J (2008). Glioblastoma microvesicles transport RNA and proteins that promote tumour growth and provide diagnostic biomarkers. Nat Cell Biol.

[38] Bastard JP (2002). Association between altered expression of adipogenic factor SREBP1 in lipoatrophic adipose tissue from HIV-1-infected patients and abnormal adipocyte differentiation and insulin resistance. Lancet.

[39] Luzi L (2003). Intramyocellular lipid accumulation and reduced whole body lipid oxidation in HIV lipodystrophy. Am J Physiol Endocrinol Metab.

[40] Haugaard SB (2006). Tumor necrosis factor alpha is associated with insulin-mediated suppression of free fatty acids and net lipid oxidation in HIV-infected patients with lipodystrophy. Metabolism.

[41] van der Valk M (2001). Lipodystrophy in HIV-1-positive patients is associated with insulin resistance in multiple metabolic pathways. AIDS.

[42] Patni N (2017). Juvenile-onset generalized lipodystrophy due to a novel heterozygous missense LMNA mutation affecting lamin C. Am J Med Genet A.

[43] Speckman RA (2000). Mutational and haplotype analyses of families with familial partial lipodystrophy (Dunnigan variety) reveal recurrent missense mutations in the globular C-terminal domain of lamin A/C. Am J Hum Genet.

[44] Genschel J, Schmidt HH (2000). Mutations in the LMNA gene encoding lamin A/C. Hum Mutat.

[45] Caron M (2003). Some HIV protease inhibitors alter lamin A/C maturation and stability, SREBP-1 nuclear localization and adipocyte differentiation. AIDS.

[46] Kannisto K (2003). Expression of adipogenic transcription factors, peroxisome proliferator-activated receptor gamma co-activator 1, IL-6 and CD45 in subcutaneous adipose tissue in lipodystrophy associated with highly active antiretroviral therapy. AIDS.

[47] Lihn AS (2003). Increased expression of TNF-alpha, IL-6, and IL-8 in HALS: implications for reduced adiponectin expression and plasma levels. Am J Physiol Endocrinol Metab.

[48] Asensi V (2008). IL-1beta (+3954C/T) polymorphism could protect human immunodeficiency virus (HIV)-infected patients on highly active antiretroviral treatment (HAART) against lipodystrophic syndrome. Genet Med.

[49] Lee TS, Chau LY (2002). Heme oxygenase-1 mediates the anti-inflammatory effect of interleukin-10 in mice. Nat Med.

[50] Piantadosi CA (2011). Heme oxygenase-1 couples activation of mitochondrial biogenesis to anti-inflammatory cytokine expression. J Biol Chem.

[51] Gurung C (2021). Dicer represses the interferon response and the double-stranded RNA-activated protein kinase pathway in mouse embryonic stem cells. J Biol Chem.

[52] Mori MA (2012). Role of microRNA processing in adipose tissue in stress defense and longevity. Cell Metab.

[53] Singh AM (2020). Human beige adipocytes for drug discovery and cell therapy in metabolic diseases. Nat Commun.

[54] Ritchie ME (2006). Empirical array quality weights in the analysis of microarray data. BMC Bioinformatics.

[55] Agarwal V (2015). Predicting effective microRNA target sites in mammalian mRNAs. Elife.

[56] Paraskevopoulou MD (2013). DIANA-microT web server v5.0: service integration into miRNA functional analysis workflows. Nucleic Acids Res.

# Supplementary material for: Altered pattern of circulating miRNAs in HIV lipodystrophy perturbs key adipose differentiation and inflammation pathways
**Source:** JCI Insight. 2021 Sep 22;6(18):e150399. doi: 10.1172/jci.insight.150399
**Supplement:** Supplemental tables 1-7

| <b>Supplemental Table 1.</b> Small extracellular vesicles miRNA Profile Among HIV/Lipodystrophy, HIV/Non-Lipodystrophy, and Non-HIV participants |                       |                       |                       |                   |
|--------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------|-----------------------|-----------------------|-------------------|
| <b>Subject Classification</b>                                                                                                                    | <b>miRNA Measured</b> | <b>miRNA Detected</b> | <b>miRNA ct&lt;35</b> | <b>Average ct</b> |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 913                   | 643                   | 33.48566265       |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 953                   | 715                   | 33.18066107       |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 949                   | 703                   | 33.31944152       |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 799                   | 531                   | 33.67141427       |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 977                   | 792                   | 32.42082907       |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 1038                  | 868                   | 32.26423892       |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 936                   | 669                   | 33.43976496       |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 979                   | 737                   | 33.1180286        |
| <b>Non-HIV</b>                                                                                                                                   | 1113                  | 1022                  | 892                   | 31.96048924       |
| <b>HIV/non-lipodystrophy</b>                                                                                                                     | 1113                  | 1039                  | 879                   | 32.11861405       |
| <b>HIV/non-lipodystrophy</b>                                                                                                                     | 1113                  | 1058                  | 944                   | 31.29917769       |
| <b>HIV/non-lipodystrophy</b>                                                                                                                     | 1113                  | 1038                  | 891                   | 32.01327553       |
| <b>HIV/non-lipodystrophy</b>                                                                                                                     | 1113                  | 835                   | 570                   | 33.50558084       |
| <b>HIV/non-lipodystrophy</b>                                                                                                                     | 1113                  | 1058                  | 969                   | 30.97307183       |
| <b>HIV/non-lipodystrophy</b>                                                                                                                     | 1113                  | 985                   | 788                   | 32.67791878       |
| <b>HIV/non-lipodystrophy</b>                                                                                                                     | 1113                  | 1013                  | 855                   | 32.33650543       |
| <b>HIV/non-lipodystrophy<sup>A</sup></b>                                                                                                         | 1113                  | 705                   | 430                   | 33.85049645       |
| <b>HIV/non-lipodystrophy</b>                                                                                                                     | 1113                  | 875                   | 583                   | 33.47907429       |
| <b>HIV/lipodystrophy</b>                                                                                                                         | 1113                  | 793                   | 483                   | 34.14481715       |
| <b>HIV/lipodystrophy</b>                                                                                                                         | 1113                  | 979                   | 751                   | 33.01707865       |
| <b>HIV/lipodystrophy</b>                                                                                                                         | 1113                  | 899                   | 609                   | 33.79969967       |
| <b>HIV/lipodystrophy</b>                                                                                                                         | 1113                  | 1055                  | 954                   | 31.57533649       |
| <b>HIV/lipodystrophy</b>                                                                                                                         | 1113                  | 965                   | 700                   | 33.21749223       |

|                                      |      |     |     |             |
|--------------------------------------|------|-----|-----|-------------|
| <b>HIV/lipodystrophy</b>             | 1113 | 851 | 524 | 33.99361927 |
| <b>HIV/lipodystrophy</b>             | 1113 | 979 | 810 | 32.59437181 |
| <b>HIV/lipodystrophy</b>             | 1113 | 894 | 622 | 33.45416107 |
| <b>HIV/lipodystrophy<sup>A</sup></b> | 1113 | 526 | 265 | 34.53249049 |

<sup>A</sup>Outliers removed from analysis

| <b>Supplemental Table 2. Gene targets downregulated by all miRNAs in transfected human adipocytes</b> |                           |                       |                          |
|-------------------------------------------------------------------------------------------------------|---------------------------|-----------------------|--------------------------|
|                                                                                                       | <b>miRNA-20a-3p mimic</b> | <b>anti-miRNA-186</b> | <b>anti-miRNA-324-5p</b> |
| <b>LTBP2</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>MFAP2</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>COL6A3</b>                                                                                         | -1                        | -1                    | -1                       |
| <b>HIF3A</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>SFRP2</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>CMKLR1</b>                                                                                         | -1                        | -1                    | -1                       |
| <b>HMCN1</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>KIAA1217</b>                                                                                       | -1                        | -1                    | -1                       |
| <b>ADGRB1</b>                                                                                         | -1                        | -1                    | -1                       |
| <b>TMEM132B</b>                                                                                       | -1                        | -1                    | -1                       |
| <b>BDKRB2</b>                                                                                         | -1                        | -1                    | -1                       |
| <b>GAS7</b>                                                                                           | -1                        | -1                    | -1                       |
| <b>NLGN4X</b>                                                                                         | -1                        | -1                    | -1                       |
| <b>ARL4C</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>ARHGEF19</b>                                                                                       | -1                        | -1                    | -1                       |
| <b>FBXL7</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>EMP3</b>                                                                                           | -1                        | -1                    | -1                       |
| <b>RNF144A</b>                                                                                        | -1                        | -1                    | -1                       |
| <b>WISP2</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>GALNT15</b>                                                                                        | -1                        | -1                    | -1                       |
| <b>CDH11</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>SHISAL1</b>                                                                                        | -1                        | -1                    | -1                       |
| <b>HECW2</b>                                                                                          | -1                        | -1                    | -1                       |
| <b>PPL</b>                                                                                            | -1                        | -1                    | -1                       |

|                   |    |    |    |
|-------------------|----|----|----|
| <b>NEBL</b>       | -1 | -1 | -1 |
| <b>CILP2</b>      | -1 | -1 | -1 |
| <b>CYP27A1</b>    | -1 | -1 | -1 |
| <b>PTGFR</b>      | -1 | -1 | -1 |
| <b>DNM1</b>       | -1 | -1 | -1 |
| <b>FMNL3</b>      | -1 | -1 | -1 |
| <b>RUNX2</b>      | -1 | -1 | -1 |
| <b>TIAM1</b>      | -1 | -1 | -1 |
| <b>GEM</b>        | -1 | -1 | -1 |
| <b>KCNK2</b>      | -1 | -1 | -1 |
| <b>SLC38A5</b>    | -1 | -1 | -1 |
| <b>ADAM22</b>     | -1 | -1 | -1 |
| <b>SCARA3</b>     | -1 | -1 | -1 |
| <b>AC009093.1</b> | -1 | -1 | -1 |
| <b>KCNJ12</b>     | -1 | -1 | -1 |
| <b>DPT</b>        | -1 | -1 | -1 |
| <b>CPNE7</b>      | -1 | -1 | -1 |
| <b>GDPD3</b>      | -1 | -1 | -1 |
| <b>PDPN</b>       | -1 | -1 | -1 |
| <b>GFRA1</b>      | -1 | -1 | -1 |
| <b>PLEKHG4</b>    | -1 | -1 | -1 |
| <b>SCARA5</b>     | -1 | -1 | -1 |
| <b>PTCHD4</b>     | -1 | -1 | -1 |
| <b>IRX1</b>       | -1 | -1 | -1 |
| <b>PTGIS</b>      | -1 | -1 | -1 |
| <b>WNT5A</b>      | -1 | -1 | -1 |
| <b>HTRA3</b>      | -1 | -1 | -1 |

|                 |    |    |    |
|-----------------|----|----|----|
| <b>GPR35</b>    | -1 | -1 | -1 |
| <b>TNFRSF19</b> | -1 | -1 | -1 |

| <b>Supplemental Table 3. Gene targets upregulated by all miRNAs in transfected human adipocytes</b> |                           |                       |                          |
|-----------------------------------------------------------------------------------------------------|---------------------------|-----------------------|--------------------------|
|                                                                                                     | <b>miRNA-20a-3p mimic</b> | <b>anti-miRNA-186</b> | <b>anti-miRNA-324-5p</b> |
| <b>RRAS2</b>                                                                                        | 1                         | 1                     | 1                        |
| <b>RCAN1</b>                                                                                        | 1                         | 1                     | 1                        |
| <b>MAOA</b>                                                                                         | 1                         | 1                     | 1                        |
| <b>BMS1P10</b>                                                                                      | 1                         | 1                     | 1                        |
| <b>CANX</b>                                                                                         | 1                         | 1                     | 1                        |
| <b>RET</b>                                                                                          | 1                         | 1                     | 1                        |
| <b>CRABP1</b>                                                                                       | 1                         | 1                     | 1                        |

**Supplemental Table 4. Gene targets downregulated by anti-miRNA-186 and miRNA-324-5p in transfected human adipocytes**

|                 | <b>miRNA-20a-3p mimic</b> | <b>anti-miRNA-186</b> | <b>anti-miRNA-324-5p</b> |
|-----------------|---------------------------|-----------------------|--------------------------|
| <b>DEPTOR</b>   | 0                         | -1                    | -1                       |
| <b>SERPINE1</b> | 0                         | -1                    | -1                       |
| <b>IL4R</b>     | 0                         | -1                    | -1                       |
| <b>CCND2</b>    | 0                         | -1                    | -1                       |
| <b>COL1A1</b>   | 0                         | -1                    | -1                       |
| <b>STC2</b>     | 0                         | -1                    | -1                       |
| <b>ABCC3</b>    | 0                         | -1                    | -1                       |
| <b>PTGS1</b>    | 0                         | -1                    | -1                       |
| <b>TMEM155</b>  | 0                         | -1                    | -1                       |
| <b>MRC2</b>     | 0                         | -1                    | -1                       |
| <b>HEG1</b>     | 0                         | -1                    | -1                       |
| <b>SETBP1</b>   | 0                         | -1                    | -1                       |
| <b>IGF2</b>     | 0                         | -1                    | -1                       |
| <b>CXCL3</b>    | 0                         | -1                    | -1                       |
| <b>PAPPA</b>    | 0                         | -1                    | -1                       |
| <b>CNR1</b>     | 0                         | -1                    | -1                       |
| <b>LRRN2</b>    | 0                         | -1                    | -1                       |
| <b>IL1RL1</b>   | 0                         | -1                    | -1                       |
| <b>VDR</b>      | 0                         | -1                    | -1                       |
| <b>PDE7B</b>    | 0                         | -1                    | -1                       |
| <b>TSPAN5</b>   | 0                         | -1                    | -1                       |
| <b>ITGA11</b>   | 0                         | -1                    | -1                       |
| <b>CDH13</b>    | 0                         | -1                    | -1                       |
| <b>CCL2</b>     | 0                         | -1                    | -1                       |

|                 |   |    |    |
|-----------------|---|----|----|
| <b>MTCL1</b>    | 0 | -1 | -1 |
| <b>CREB3L1</b>  | 0 | -1 | -1 |
| <b>ARAP3</b>    | 0 | -1 | -1 |
| <b>KCTD12</b>   | 0 | -1 | -1 |
| <b>PLCB4</b>    | 0 | -1 | -1 |
| <b>COL5A1</b>   | 0 | -1 | -1 |
| <b>FBLN1</b>    | 0 | -1 | -1 |
| <b>PDE1A</b>    | 0 | -1 | -1 |
| <b>UNC5B</b>    | 0 | -1 | -1 |
| <b>FAM167A</b>  | 0 | -1 | -1 |
| <b>KSR1</b>     | 0 | -1 | -1 |
| <b>FIBIN</b>    | 0 | -1 | -1 |
| <b>TIAM1</b>    | 0 | -1 | -1 |
| <b>GAS6-DT</b>  | 0 | -1 | -1 |
| <b>MFAP4</b>    | 0 | -1 | -1 |
| <b>CORO2B</b>   | 0 | -1 | -1 |
| <b>TGFBI</b>    | 0 | -1 | -1 |
| <b>GAS6</b>     | 0 | -1 | -1 |
| <b>GPR161</b>   | 0 | -1 | -1 |
| <b>TMEM44</b>   | 0 | -1 | -1 |
| <b>GPR173</b>   | 0 | -1 | -1 |
| <b>ZNF521</b>   | 0 | -1 | -1 |
| <b>TNFRSF1B</b> | 0 | -1 | -1 |
| <b>CLSTN3</b>   | 0 | -1 | -1 |
| <b>GALNT5</b>   | 0 | -1 | -1 |
| <b>GEPT2</b>    | 0 | -1 | -1 |
| <b>SCARA3</b>   | 0 | -1 | -1 |

|                  |   |    |    |
|------------------|---|----|----|
| <b>MT1X</b>      | 0 | -1 | -1 |
| <b>COL7A1</b>    | 0 | -1 | -1 |
| <b>SPOCK1</b>    | 0 | -1 | -1 |
| <b>AFF2</b>      | 0 | -1 | -1 |
| <b>ZNF469</b>    | 0 | -1 | -1 |
| <b>STMN2</b>     | 0 | -1 | -1 |
| <b>SLC12A8</b>   | 0 | -1 | -1 |
| <b>C1RL-AS1</b>  | 0 | -1 | -1 |
| <b>IL18R1</b>    | 0 | -1 | -1 |
| <b>SHC3</b>      | 0 | -1 | -1 |
| <b>MLPH</b>      | 0 | -1 | -1 |
| <b>FAM43A</b>    | 0 | -1 | -1 |
| <b>NCAM2</b>     | 0 | -1 | -1 |
| <b>ERFE</b>      | 0 | -1 | -1 |
| <b>MAPK13</b>    | 0 | -1 | -1 |
| <b>TNFRSF10C</b> | 0 | -1 | -1 |
| <b>COL11A1</b>   | 0 | -1 | -1 |
| <b>TMEM204</b>   | 0 | -1 | -1 |
| <b>GFRA1</b>     | 0 | -1 | -1 |
| <b>CACNA1G</b>   | 0 | -1 | -1 |
| <b>PTCHD4</b>    | 0 | -1 | -1 |
| <b>PRICKLE1</b>  | 0 | -1 | -1 |
| <b>WNT5A</b>     | 0 | -1 | -1 |
| <b>EPHA3</b>     | 0 | -1 | -1 |
| <b>SLC9A5</b>    | 0 | -1 | -1 |
| <b>PIP5KL1</b>   | 0 | -1 | -1 |
| <b>GLT8D2</b>    | 0 | -1 | -1 |

|                   |   |    |    |
|-------------------|---|----|----|
| <b>SORCS2</b>     | 0 | -1 | -1 |
| <b>CLDN11</b>     | 0 | -1 | -1 |
| <b>PLAU</b>       | 0 | -1 | -1 |
| <b>RORB</b>       | 0 | -1 | -1 |
| <b>ELMO3</b>      | 0 | -1 | -1 |
| <b>ADAM33</b>     | 0 | -1 | -1 |
| <b>ELFN1</b>      | 0 | -1 | -1 |
| <b>GPM6B</b>      | 0 | -1 | -1 |
| <b>IL21R</b>      | 0 | -1 | -1 |
| <b>PTGIR</b>      | 0 | -1 | -1 |
| <b>TENM2</b>      | 0 | -1 | -1 |
| <b>AP003716.1</b> | 0 | -1 | -1 |
| <b>ENPP5</b>      | 0 | -1 | -1 |
| <b>C11orf87</b>   | 0 | -1 | -1 |
| <b>AC144831.1</b> | 0 | -1 | -1 |

**Supplemental Table 5. Gene targets upregulated by anti-miRNA-186 and miRNA-324-5p in transfected adipocytes**

|                  | <b>miRNA-20a-3p mimic</b> | <b>anti-miRNA-186</b> | <b>anti-miRNA-324-5p</b> |
|------------------|---------------------------|-----------------------|--------------------------|
| <b>AKAP12</b>    | 0                         | 1                     | 1                        |
| <b>SFRP4</b>     | 0                         | 1                     | 1                        |
| <b>MRPS35</b>    | 0                         | 1                     | 1                        |
| <b>NDUFB5</b>    | 0                         | 1                     | 1                        |
| <b>SEMA3G</b>    | 0                         | 1                     | 1                        |
| <b>ATP9A</b>     | 0                         | 1                     | 1                        |
| <b>ACSL5</b>     | 0                         | 1                     | 1                        |
| <b>CKMT1A</b>    | 0                         | 1                     | 1                        |
| <b>ZNF426-DT</b> | 0                         | 1                     | 1                        |
| <b>SPATA9</b>    | 0                         | 1                     | 1                        |
| <b>LINC00847</b> | 0                         | 1                     | 1                        |
| <b>LBP</b>       | 0                         | 1                     | 1                        |
| <b>CACUL1</b>    | 0                         | 1                     | 1                        |
| <b>CRYAB</b>     | 0                         | 1                     | 1                        |
| <b>PYGL</b>      | 0                         | 1                     | 1                        |
| <b>NGF-AS1</b>   | 0                         | 1                     | 1                        |
| <b>AOC2</b>      | 0                         | 1                     | 1                        |
| <b>ELOVL5</b>    | 0                         | 1                     | 1                        |
| <b>IGFBP5</b>    | 0                         | 1                     | 1                        |
| <b>DECRI</b>     | 0                         | 1                     | 1                        |
| <b>OSBPL11</b>   | 0                         | 1                     | 1                        |
| <b>CANX</b>      | 0                         | 1                     | 1                        |
| <b>RETSAT</b>    | 0                         | 1                     | 1                        |
| <b>REEP6</b>     | 0                         | 1                     | 1                        |

|                 |   |   |   |
|-----------------|---|---|---|
| <b>VKORC1L1</b> | 0 | 1 | 1 |
| <b>AQP7P1</b>   | 0 | 1 | 1 |
| <b>RXRG</b>     | 0 | 1 | 1 |
| <b>FZD4</b>     | 0 | 1 | 1 |
| <b>PIK3C2B</b>  | 0 | 1 | 1 |

| <b>Supplemental Table 6. Gene targets downregulated by miRNA-20a-3p mimic in transfected human adipocytes</b> |                           |                       |                          |
|---------------------------------------------------------------------------------------------------------------|---------------------------|-----------------------|--------------------------|
|                                                                                                               | <b>miRNA-20a-3p mimic</b> | <b>anti-miRNA-186</b> | <b>anti-miRNA-324-5p</b> |
| <b>LIN52</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>MTMR4</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>FRAS1</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>VIT</b>                                                                                                    | -1                        | 0                     | 0                        |
| <b>DCN</b>                                                                                                    | -1                        | 0                     | 0                        |
| <b>DCLK1</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>LUM</b>                                                                                                    | -1                        | 0                     | 0                        |
| <b>AP001267.5</b>                                                                                             | -1                        | 0                     | 0                        |
| <b>MMP2</b>                                                                                                   | -1                        | 0                     | 0                        |
| <b>SOBP</b>                                                                                                   | -1                        | 0                     | 0                        |
| <b>SCD5</b>                                                                                                   | -1                        | 0                     | 0                        |
| <b>MFAP5</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>RIPOR2</b>                                                                                                 | -1                        | 0                     | 0                        |
| <b>COMP</b>                                                                                                   | -1                        | 0                     | 0                        |
| <b>ABCA9</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>SNED1</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>DGCR6</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>CNTN3</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>IFI44</b>                                                                                                  | -1                        | 0                     | 0                        |
| <b>LINC00310</b>                                                                                              | -1                        | 0                     | 0                        |
| <b>NGFR</b>                                                                                                   | -1                        | 0                     | 0                        |
| <b>APCDD1</b>                                                                                                 | -1                        | 0                     | 0                        |
| <b>AC124242.1</b>                                                                                             | -1                        | 0                     | 0                        |
| <b>GALNT13</b>                                                                                                | -1                        | 0                     | 0                        |

|                   |    |   |   |
|-------------------|----|---|---|
| <b>EYA2</b>       | -1 | 0 | 0 |
| <b>FAM78A</b>     | -1 | 0 | 0 |
| <b>DCHS2</b>      | -1 | 0 | 0 |
| <b>CHL1</b>       | -1 | 0 | 0 |
| <b>IGF1</b>       | -1 | 0 | 0 |
| <b>UNC5C</b>      | -1 | 0 | 0 |
| <b>MMP7</b>       | -1 | 0 | 0 |
| <b>HPD</b>        | -1 | 0 | 0 |
| <b>OAS2</b>       | -1 | 0 | 0 |
| <b>C6orf47</b>    | -1 | 0 | 0 |
| <b>SPON1</b>      | -1 | 0 | 0 |
| <b>GSTM5</b>      | -1 | 0 | 0 |
| <b>CYGB</b>       | -1 | 0 | 0 |
| <b>AC073621.1</b> | -1 | 0 | 0 |
| <b>HTR7</b>       | -1 | 0 | 0 |
| <b>FNDC1</b>      | -1 | 0 | 0 |
| <b>USP18</b>      | -1 | 0 | 0 |
| <b>LRRC4C</b>     | -1 | 0 | 0 |
| <b>NINJ2</b>      | -1 | 0 | 0 |
| <b>EFS</b>        | -1 | 0 | 0 |
| <b>DAB2IP</b>     | -1 | 0 | 0 |
| <b>Z83844.3</b>   | -1 | 0 | 0 |
| <b>MEDAG</b>      | -1 | 0 | 0 |
| <b>YPEL4</b>      | -1 | 0 | 0 |
| <b>GRID1</b>      | -1 | 0 | 0 |
| <b>JAM2</b>       | -1 | 0 | 0 |
| <b>LEPR</b>       | -1 | 0 | 0 |

|                  |    |   |   |
|------------------|----|---|---|
| <b>RFX8</b>      | -1 | 0 | 0 |
| <b>SOX9</b>      | -1 | 0 | 0 |
| <b>LINC00475</b> | -1 | 0 | 0 |
| <b>LINC00511</b> | -1 | 0 | 0 |

| <b>Supplemental Table 7. Gene targets upregulated by miRNA-20a-3p mimic in transfected human adipocytes</b> |                           |                       |                          |
|-------------------------------------------------------------------------------------------------------------|---------------------------|-----------------------|--------------------------|
|                                                                                                             | <b>miRNA-20a-3p mimic</b> | <b>anti-miRNA-186</b> | <b>anti-miRNA-324-5p</b> |
| <b>TAGLN</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>F2R</b>                                                                                                  | 1                         | 0                     | 0                        |
| <b>TP53I11</b>                                                                                              | 1                         | 0                     | 0                        |
| <b>PCDH7</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>SAA1</b>                                                                                                 | 1                         | 0                     | 0                        |
| <b>NID2</b>                                                                                                 | 1                         | 0                     | 0                        |
| <b>AL590004.3</b>                                                                                           | 1                         | 0                     | 0                        |
| <b>HSPA2</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>SORBS2</b>                                                                                               | 1                         | 0                     | 0                        |
| <b>FLNB</b>                                                                                                 | 1                         | 0                     | 0                        |
| <b>ALDH1A1</b>                                                                                              | 1                         | 0                     | 0                        |
| <b>CCDC80</b>                                                                                               | 1                         | 0                     | 0                        |
| <b>NEDD9</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>ACTA2</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>CCDC3</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>ITGA1</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>CCL20</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>FBLIM1</b>                                                                                               | 1                         | 0                     | 0                        |
| <b>PREX2</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>TRPC6</b>                                                                                                | 1                         | 0                     | 0                        |
| <b>PIEZO2</b>                                                                                               | 1                         | 0                     | 0                        |
| <b>HOXC13</b>                                                                                               | 1                         | 0                     | 0                        |
| <b>CD1D</b>                                                                                                 | 1                         | 0                     | 0                        |
| <b>TNS3</b>                                                                                                 | 1                         | 0                     | 0                        |

|                 |   |   |   |
|-----------------|---|---|---|
| <b>ADGRF5</b>   | 1 | 0 | 0 |
| <b>CXCL1</b>    | 1 | 0 | 0 |
| <b>IL6</b>      | 1 | 0 | 0 |
| <b>SUSD2</b>    | 1 | 0 | 0 |
| <b>SEL1L3</b>   | 1 | 0 | 0 |
| <b>CFHR1</b>    | 1 | 0 | 0 |
| <b>ADAMTS1</b>  | 1 | 0 | 0 |
| <b>EDN1</b>     | 1 | 0 | 0 |
| <b>MYL9</b>     | 1 | 0 | 0 |
| <b>NFASC</b>    | 1 | 0 | 0 |
| <b>COL4A4</b>   | 1 | 0 | 0 |
| <b>ADM</b>      | 1 | 0 | 0 |
| <b>HAND2</b>    | 1 | 0 | 0 |
| <b>GDF7</b>     | 1 | 0 | 0 |
| <b>TFPI2</b>    | 1 | 0 | 0 |
| <b>KCNK6</b>    | 1 | 0 | 0 |
| <b>C1orf198</b> | 1 | 0 | 0 |
| <b>RERG</b>     | 1 | 0 | 0 |
| <b>CRIM1</b>    | 1 | 0 | 0 |
| <b>KRT7</b>     | 1 | 0 | 0 |
| <b>A2M</b>      | 1 | 0 | 0 |
| <b>OLFML2A</b>  | 1 | 0 | 0 |
| <b>ACTC1</b>    | 1 | 0 | 0 |
| <b>SYNE2</b>    | 1 | 0 | 0 |
| <b>FILIP1L</b>  | 1 | 0 | 0 |
| <b>MAP2</b>     | 1 | 0 | 0 |
| <b>ADRA2A</b>   | 1 | 0 | 0 |

|                  |   |   |   |
|------------------|---|---|---|
| <b>SSTR1</b>     | 1 | 0 | 0 |
| <b>CYP1A1</b>    | 1 | 0 | 0 |
| <b>SLIT2</b>     | 1 | 0 | 0 |
| <b>MGP</b>       | 1 | 0 | 0 |
| <b>TGM2</b>      | 1 | 0 | 0 |
| <b>S1PR3</b>     | 1 | 0 | 0 |
| <b>FLT1</b>      | 1 | 0 | 0 |
| <b>CNN1</b>      | 1 | 0 | 0 |
| <b>TMEM158</b>   | 1 | 0 | 0 |
| <b>IL7R</b>      | 1 | 0 | 0 |
| <b>INMT</b>      | 1 | 0 | 0 |
| <b>CXCL5</b>     | 1 | 0 | 0 |
| <b>TET3</b>      | 1 | 0 | 0 |
| <b>NT5E</b>      | 1 | 0 | 0 |
| <b>LIMS2</b>     | 1 | 0 | 0 |
| <b>CHST14</b>    | 1 | 0 | 0 |
| <b>RGS4</b>      | 1 | 0 | 0 |
| <b>RARB</b>      | 1 | 0 | 0 |
| <b>TNFRSF11B</b> | 1 | 0 | 0 |
| <b>INPP4B</b>    | 1 | 0 | 0 |
| <b>ANO3</b>      | 1 | 0 | 0 |
| <b>EGFL7</b>     | 1 | 0 | 0 |
| <b>MEGF6</b>     | 1 | 0 | 0 |
| <b>PRL</b>       | 1 | 0 | 0 |
| <b>HSPB7</b>     | 1 | 0 | 0 |
| <b>SCUBE3</b>    | 1 | 0 | 0 |
| <b>NTN4</b>      | 1 | 0 | 0 |

|                  |   |   |   |
|------------------|---|---|---|
| <b>HOXC12</b>    | 1 | 0 | 0 |
| <b>HOXC13-AS</b> | 1 | 0 | 0 |
| <b>JPH2</b>      | 1 | 0 | 0 |
| <b>NPY1R</b>     | 1 | 0 | 0 |
| <b>LRCH2</b>     | 1 | 0 | 0 |
| <b>TINAGL1</b>   | 1 | 0 | 0 |
| <b>TRIM16L</b>   | 1 | 0 | 0 |
| <b>ANKRD1</b>    | 1 | 0 | 0 |
| <b>FAM83G</b>    | 1 | 0 | 0 |
| <b>AEBP1</b>     | 1 | 0 | 0 |
| <b>TNIK</b>      | 1 | 0 | 0 |
| <b>MGLL</b>      | 1 | 0 | 0 |
| <b>KCNS2</b>     | 1 | 0 | 0 |
| <b>TMEM176B</b>  | 1 | 0 | 0 |
| <b>NRK</b>       | 1 | 0 | 0 |
| <b>C12orf75</b>  | 1 | 0 | 0 |
| <b>GNG11</b>     | 1 | 0 | 0 |
| <b>GRIN2B</b>    | 1 | 0 | 0 |
| <b>LAMA5</b>     | 1 | 0 | 0 |
| <b>MYH11</b>     | 1 | 0 | 0 |
| <b>ITGA3</b>     | 1 | 0 | 0 |
| <b>RIMS3</b>     | 1 | 0 | 0 |
| <b>EMILIN2</b>   | 1 | 0 | 0 |
| <b>MRVI1</b>     | 1 | 0 | 0 |
| <b>CLEC3B</b>    | 1 | 0 | 0 |
| <b>PLD6</b>      | 1 | 0 | 0 |

|                   |   |   |   |
|-------------------|---|---|---|
| <b>TMEM236</b>    | 1 | 0 | 0 |
| <b>SYPL2</b>      | 1 | 0 | 0 |
| <b>WFDC1</b>      | 1 | 0 | 0 |
| <b>AC068547.1</b> | 1 | 0 | 0 |
| <b>UGCG</b>       | 1 | 0 | 0 |
| <b>BMP4</b>       | 1 | 0 | 0 |
| <b>ATF3</b>       | 1 | 0 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

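RNA sequencing libraries of human subcutaneous preadipocytes from 4 donors were analysed, 4 each with control nontargeting miRNA, mimic miR-20a-3p, anti-miR-186 and anti-miR-324-5p. The values are estimated counts per gene, which the authors made with kallisto and deposited as 1 table; how transcripts were summed to genes is not given in the sources used here. All 16 columns of the table were used. It names genes by Ensembl identifier, and 0 lines name no gene. Of the 63816 identifiers, 57675 are in GENCODE 29 and 57165 in a later table of gene names. Names, positions and 3′ UTRs are from GENCODE 29 on GRCh38, with newer names matched to those the paper uses.

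Library totals ranged from 17379390 to 30344721 counts, with a median of 23597111. The most abundant gene took up to 6.85% of a library and mitochondrial genes between 4.88% and 10.0%. TMM factors ranged from 0.924 to 1.05. Genes were kept by the filter of edgeR on low counts, with the group as design. XIST, its antisense gene and Y-linked genes were left out of all tables, and libraries with the control miRNA targeting aldolase-A are not in the table and were not analysed here.

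Counts were tested with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The comparisons were each treatment with control, anti-miR-186 with anti-miR-324-5p, the mimic with the mean of both anti-miRs, and an F test over the 4 groups. Each used the robust quasi-likelihood F test of edgeR with the group as the only term. Adjusted p-values are by Benjamini and Hochberg with a threshold of 0.05, and the paper's thresholds are a fold change of 1.5 and an unadjusted p under 0.05. CPM are TMM-normalized, and log2 CPM use a prior count of 2 (0.5 as an alternative). Single genes were also compared by exact two-sided permutation of 4 against 4 libraries.

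The replicate number marks the donor, since the deposited labels name 4 donors, each with 1 library per group and the same replicate number in all groups, while the paper gives 4 samples per group and not the number of donors. This was checked on the counts. The 24 pairs of libraries with the same number had correlations between 0.505 and 0.792 after group means were removed, and 16 of 16 libraries correlated best with their own number. The replicate number accounted for 64.8% of the variance and the treatment for 11.8%, and the first principal component (32.1%) set replicate 2 apart. Each test was therefore repeated with the replicate number as a block, and the mimic changed 381 genes in that fit of edgeR.

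The genes named in the text were chosen by a fixed rule. It names LTBP2, NEBL, WISP2, ALDOA, the genes of Supplemental Tables 2 and 3 and the markers the paper measured (whose values in the paper had been seen). It names, per comparison, the 10 genes with the smallest p that rose and the 10 that fell, among those past the threshold, changed in the same direction in all 4 donors and at a mean of at least 1 CPM. As fewer than 10 passed without the block, the others were taken in order of p with the block and are described as such. It also names up to 4 genes with the smallest p per gene list and comparison. Clone-named genes were left out.

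The 34 gene lists cover oxidative phosphorylation, the TCA cycle, fatty acid degradation, Wnt and Hippo signaling, collagens, basement membrane, integrins and focal adhesion, actin cytoskeleton, cytokines and receptors, hematopoietic lineage, proteoglycans, adipocyte markers, lipogenesis, lipid droplets, preadipocyte and stromal markers, elastic fibers, TGF-beta targets, interferon-stimulated genes, acute phase and NF-kB targets, beige fat, cholesterol synthesis, cell cycle, oxidative stress, glucocorticoid targets, the unfolded protein response, ribosomal proteins, miRNA machinery, and markers of macrophages, endothelium, pericytes, mesothelium, lymphocytes and erythroid cells. They were written from general knowledge and are not the KEGG sets the paper used. Lists with at least 3 tested genes were compared with all other genes by camera with its preset correlation of 0.01, and by fry, a rotation test.

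Comparisons that share the control libraries were set against 20 simulated data sets in which no gene changed and against the 6 splits of the controls. For the correlations the treated libraries were split by donor as well. Seed matches were counted in the longest 3′ UTR of at least 20 nucleotides of 13611 genes, and the mean log2 change of genes with a match was compared with that of genes without one within 20 bins of UTR length, and with up to 200 shuffled seeds. Alternatives to the scaling, the filter, the test, the block, the threshold and the libraries used are given in the closing section.

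The tests were tried on simulated counts for the comparison of mimic and control, with 17762 genes of which 100 changed 1.5-fold and 100 changed 2-fold. edgeR with the group only recovered 11% and 46% of them with 0 false calls, and with the block 58% and 75% with 6 false calls. limma-voom with the block recovered 57% and 75% with 10 false calls. DESeq2 recovered 29% and 60% with 2 false calls, and with the block 66% and 78% with 26. In the same counts camera called a list of 30 changed genes and did not call a list of 40 unchanged ones. Each gene was drawn on its own, so this trial does not show how camera behaves where list members are correlated. For oxidative phosphorylation with the mimic the estimated correlation was 0.830 without the block and 0.642 with it, against the preset 0.01. Many of the simulated 1.5-fold changes of single genes were missed at 4 libraries per group.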

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

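The tests of explanations below were set before their results were seen, and how far the splits can decide was limited afterwards, while the choice of the gene lists given last was made after all lists had been tested. Of 72 groups of 4 libraries tested for 1 library far from the other 3, 10 held one, and chance flags about 1 in 20 groups. Adipocyte differentiation markers averaged 6.115 log2 CPM in control replicate 2, against 8.226 to 8.558 in the other control libraries, and 6.431 in mimic replicate 2, against 8.458 to 8.678. Cytokines, chemokines and receptors averaged 3.971 in control replicate 2 (others 3.043 to 3.144) and 3.64 in anti-miR-186 replicate 2 (others 2.914 to 2.969). WISP2 was highest in replicate 2 of every group, at 19.75 CPM in control (others 2.092 to 2.847), 2.142 with the mimic (0.6354 to 0.8417), 7.942 with anti-miR-186 (0.9425 to 1.076) and 9.407 with anti-miR-324-5p (0.6446 to 1.201). NEBL was lowest in anti-miR-324-5p replicate 4, at 2.589 CPM (others 7.497 to 8.231), and integrins and focal adhesion averaged 6.138 in mimic replicate 1 (others 6.431 to 6.48).

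The adipocyte markers were higher with both anti-miRs by 1.76 (log2) in replicate 2 and by 0.42, 0.34 and 0.12 in replicates 1, 3 and 4. Sequencing depth would not give this, since replicate 2 exceeded the highest other donor by 1.323 after all libraries were thinned to 17379036 counts. A mislabelled library is argued against by 96% of the 200 genes called without replicate 2 moving in the same direction in it. Genes lower in mimic replicate 2 than in the other mimic libraries were the ones higher with the anti-miRs in replicate 2 (Spearman rho -0.546, against 0.329, 0.14 and 0.227 in the other donors, 14798 genes), so weaker differentiation of the control and mimic cultures of replicate 2 may explain the size of the change there. Why these cultures differed, in the donor, the cell stock or the handling, stays open.

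Genes lower with all 3 treatments, such as LTBP2, share the same control libraries. With the controls split between the mimic and the anti-miRs, between 2 and 13 genes were still lower with all 3 over the 6 splits, each over 3 times the number of 3 independent lists (at most 0.00784), but both anti-miRs kept the same 2 controls in each split, so that this number is not the one without a shared change and whether shared control libraries account for part of these genes stays open. The fall of LTBP2 does not rest on 1 control library, with a largest adjusted p of 0.0204 on leaving out each donor in the blocked test. Library size moved the median change of the 68 genes by at most 0.0218 after thinning (medians -0.695, -0.624 and -0.690). A shared response that the control lacks, to the 3 reagents or to both anti-miRs as reagents, was not tested. It stays open beside an action of the miRNAs.

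With the samples split in other ways, chance is excluded for the 1101 genes between the mimic and both anti-miRs in the blocked test (highest other split 10). For the 1153 genes of the blocked F test 2 of 60 splits gave as many, the real one included, and the highest other gave 2012. This share is under 0.05 but rests on few splits, so chance is not firmly excluded there. At the paper's thresholds without the block the real counts were 301 genes with the mimic, 272 with anti-miR-186 and 301 with anti-miR-324-5p. Of 35 splits 20, 24 and 19 gave as many (highest other 1965, 1859 and 2054). These splits take no account of the donor, so they neither exclude chance nor show it. Splits with several times the real count point to a structure of the samples by donor. Splits that part as many pairs gave at most 151, 119 and 172 genes, fewer than the real ones. With 8 such splits per comparison, the real one included, they are too few for a share under 0.05. The splits say nothing about chance for counts of 0, which every split reaches, without the block with anti-miR-186, with anti-miR-324-5p and between the anti-miRs (highest other 0, 0 and 1, 35 of 35 splits) and over the 4 groups (highest other 388, 100 of 100). Without the block it is not excluded for the 1 gene of the mimic (highest other 0) or the 3 genes between the mimic and both anti-miRs (highest other 2), since these splits take no account of the donor. For the blocked counts of 381, 570 and 580 against 0 in any other split, the 8 splits are too few for a share under 0.05.

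Lists outside the genes the paper discusses also moved, with mean log2 changes within donors of -0.299 for elastic fibers and microfibrils with anti-miR-186 and -0.307 with anti-miR-324-5p, and of -0.373 and -0.302 for TGF-beta target genes. Interferon-stimulated genes changed by -0.284 with the mimic and -0.249 with anti-miR-324-5p, and acute phase and NF-kB target genes by 0.318 with the mimic. Only lists that camera called with and without the block and that moved in the same direction in 4 of 4 donors are given here, so neither is further evidence. None was called by camera with an estimated correlation (adjusted p = 0.770, and 0.821 for acute phase targets).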

How the results depend on the processing

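The fits without replicate 2, limma-voom with the donor block and a fold change of at least 1.5, and camera with an estimated correlation and block were chosen after the data were seen. Where a value below moved, the cause was not tested unless stated. Counts at an adjusted p under 0.05 depend on the donor (replicate number) as a block, which removes differences between donors that are larger than those between treatments. With all libraries, the block moved the counts below, and in edgeR, limma and camera it otherwise only added calls of named genes and lists, none of which reversed. Fry with the block called 7, 11 and 11 lists and lost some that camera called. With 4 donors, most blocked calls of single genes with the anti-miRs were lost on leaving out 1 donor. Of 622 named gene results over all alternatives, 13919 values kept their side of the threshold, 2136 were called only under the alternative and 12 were lost. Of 96 list results these were 2105, 215 and 167, and 9 changed direction with a call in either fit. A change of direction with no call in either fit counts as kept, so these numbers do not measure whether direction held. As DAZAP2 alone passed without the block, few named genes could be lost. The strict filter and leaving out libraries test fewer genes or samples.

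Counts are given in the order mimic, anti-miR-186 and anti-miR-324-5p, at an adjusted p under 0.05 and then at the paper's thresholds, then the mimic against both anti-miRs, any of the 4 groups, and all 3 treatments at either threshold. Without the block edgeR gave 1, 0 and 0, then 301, 272 and 301, then 3, 0, 0 and 43. With the replicate block edgeR gave 381, 570 and 580, then 715, 840 and 837, then 1101, 1153, 99 and 140. limma-voom with the block gave 351, 612 and 570, then 740, 898 and 905, then 1062, 1010, 100 and 165. With quality weights and the block it gave 413, 269 and 555, then 730, 826 and 877, then 851, 819, 84 and 141. limma-trend with the block gave 371, 602 and 580, then 708, 886 and 878, then 1110, 1114, 95 and 139. DESeq2 gave 35, 18 and 30 at an adjusted p under 0.05, then 57, 65 and 10 for the mimic against both anti-miRs, any group and all 3 treatments. With the block DESeq2 gave 669, 1240 and 1204, then 625, 792 and 757, then 1555, 2045, 199 and 127, and 2 between the anti-miRs.

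Without a filter the mimic changed 0 genes, 770, 779 and 810 genes passed the paper's thresholds and 75 did with all 3 treatments. With at least 10 counts in every library these were 2 genes, and 195, 153 and 188 at the paper's thresholds. The mimic changed 2 genes with DESeq2 size factors, 0 with library size only, 0 with only the 8 libraries of the comparison, 0 with a fold change of at least 1.5 added and 11 at an adjusted p under 0.10. With library size only 0 genes differed between the mimic and both anti-miRs, and 1 did with limma-voom. With only the 8 libraries, 181 genes passed the paper's thresholds with anti-miR-186 and 25 with all 3 treatments. With the block and a fold change of at least 1.5 edgeR gave 232, 240 and 242 genes and 40 with all 3, and limma-voom 214, 271 and 253 and 44.

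The correlation of log2 changes between both anti-miRs was 0.541 without a filter and 0.865 with the strict one, and those of the mimic with anti-miR-186 and anti-miR-324-5p were 0.322 and 0.405 in DESeq2 with the block. Camera called 8, 14 and 13 lists, and 15 with the mimic with the block, 14 in limma-voom with quality weights and the block, and 15 in limma-trend with the block. With an estimated correlation it called 0, 0 and 0, and fry called 0, 0 and 0. With an estimated correlation and the block camera called 2, 0 and 0. The difference for miR-20a-3p seed sites with the mimic turned from 9.16e-04 to -0.00528, the direction of repression, with the union of all UTRs (rank test within bins of UTR length, n = 13611 genes, p = 0.628 and 0.0136).

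On leaving out libraries or donors the counts at an adjusted p under 0.05 ranged from 0 to 321, 0 to 242 and 0 to 446, the highest with the block, and at the paper's thresholds from 286 to 755, 181 to 1026 and 211 to 1090. They ranged from 0 to 683 for the mimic against both anti-miRs, from 0 to 582 for any group, and from 0 to 53 and 28 to 184 for all 3 treatments. The correlations ranged from 0.357 to 0.688 for the mimic and anti-miR-186, from 0.348 to 0.689 for the mimic and anti-miR-324-5p and from 0.461 to 0.812 for both anti-miRs. The lists called ranged from 6 to 17, 6 to 21 and 7 to 18.

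For lists that changed direction on leaving out a library, adjusted p ranged with the mimic from 3.29e-11 to 0.904 for oxidative phosphorylation, 5.31e-05 to 0.969 for the TCA cycle, 1.70e-08 to 0.969 for adipocyte markers, 1.20e-04 to 0.917 for lipogenesis, 9.92e-09 to 0.688 for acute phase and NF-kB targets, 0.00474 to 0.939 for cholesterol synthesis and 5.60e-11 to 0.994 for ribosomal proteins. With anti-miR-186 it ranged from 0.00836 to 0.929 for the unfolded protein response. Without control replicate 2 the direction turned for oxidative phosphorylation (0.0882), TCA cycle (0.00478), adipocyte markers (8.55e-04), lipogenesis (0.00592) and the unfolded protein response (0.00836), and without mimic replicate 2 for acute phase targets (0.688) and cholesterol synthesis (0.00474).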

Differences from the paper's values

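The comparison with Figure 5A was added after the results were seen, and all other measures were set before. The paper reports 1031 genes that differ among the 4 groups in a moderated F test. The F test of edgeR with the group only gave 0. Of the alternatives set before the data were examined, 4 came within 1.5 times of the paper's count, namely the fits with the replicate block of edgeR (1153), limma-voom (1010), limma-voom with quality weights (819) and limma-trend (1114). DESeq2 with the block gave 2045 and without it 65. limma-voom without the block, both other filters, all 3 other scalings and the fits without each library gave 0, and the blocked fits without each donor gave 206 to 582. The fits without the block thus gave between 0 and 65 genes, which argues against a fit without the donor behind the paper's count of 1031. The paper does not state whether the donor was a term.

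For LTBP2 the minus log10 p was 0.818 with the mimic, 1.16 with anti-miR-186 and 0.930 with anti-miR-324-5p in edgeR with the group only, against the paper's about 7.5, about 8.8 and about 8.1 in Figure 5A, read by eye. The blocked fits of edgeR (7.49, 8.98 and 8.15), limma-voom, limma-voom with quality weights and limma-trend, and the blocked fits without each donor, came within 1.5 times. DESeq2 with and without the block, limma-voom without it, the other scalings and filters, the fit of 8 libraries and the fits without each library did not.

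For NEBL it was 2.02, 1.10 and 1.197, against the paper's about 5.3, about 3.8 and about 3.8 in Figure 5A, read by eye. The blocked fits of edgeR (4.83, 3.38 and 3.17), limma-voom, limma-voom with quality weights and limma-trend, and those without replicate 2 or 4, came within 1.5 times, as did DESeq2 with the block for both anti-miRs. For WISP2 it was 1.54, 0.643 and 0.555, against the paper's about 5.7, about 3.3 and about 3.3 in Figure 5A, read by eye. The blocked fits of edgeR (5.41, 3.35 and 3.39), limma-voom, limma-voom with quality weights and limma-trend, and those without replicate 2, 3 or 4, came within 1.5 times, as did DESeq2 with the block for both anti-miRs. For these genes no other alternative did, and DESeq2 without the block gave no p for WISP2.

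The paper ranks LTBP2 first among genes lower with all 3 treatments. By the largest of 3 p-values it ranked 325 of 5430 in edgeR with the group only, where RIN2 was first, and 1 of 5364 with the block. A heading of the paper describes adipocyte differentiation signatures as decreased by the treatments. The adipocyte marker list used here was called higher with both anti-miRs, though not with an estimated correlation, and was not called with the mimic. The paper also lists proteoglycan pathways as lower with the mimic and cytokine and hematopoietic pathways as higher. The proteoglycan list used here, which is not the paper's pathway set, was not called (2 genes rose and 3 fell with the block), the cytokine list was not called, and the hematopoietic list was called with the block only. The Wnt list, lower with the anti-miRs in the paper, was called with the block only, and integrins and focal adhesion, a list for the cell adhesion that the paper describes as lower with the anti-miRs, were not called with them in either fit, while collagens (camera adjusted p = 0.00482 and 8.43e-04) and the Hippo signaling that the paper names (8.43e-04 and 0.00881) were called lower with both (adjusted p = 0.770 to 0.779 with an estimated correlation).

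Of the 53 genes of the paper's Supplemental Table 2, 32, 29 and 28 passed the paper's fold change and unadjusted p in edgeR with the group only and 0 an adjusted p under 0.05, which 41, 49 and 47 passed with the block. The text of the paper gives 47 genes for the same set.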

Other observations

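The tests of seed matches were set before their results were seen, except that of shuffled seeds over all UTRs of a gene, and the genes here follow the fixed rule. Elastic fiber genes, which the paper does not discuss as a group, fell with both anti-miRs. FBN1, the main microfibril protein, fell by a log2 change of -0.54 with anti-miR-186 and -0.57 with anti-miR-324-5p with the donor as a block (SE 0.079 for each, n = 4 per group), and MFAP4 by -1.05 and -1.09. Preadipocyte and stromal markers, of which FBN1 is 1, were lower and adipocyte markers higher in 4 of 4 donors with each anti-miR (mean log2 change -0.22 and -0.18, and 0.68 and 0.64), so that the fall was not separated from the state of differentiation. The adipocyte marker change was 1.91 and 1.60 in replicate 2, and 0.20 to 0.36 and 0.031 to 0.61 in the other donors. Of 32 elastic fiber genes 9 and 8 fell and 0 rose (13 and 12 fell adjusted over the list alone), and 3 rose and 5 fell with the mimic (8 and 7). Camera gave adjusted p = 0.0415 and 0.0143 with the anti-miRs, 2.74e-07 and 2.57e-07 with the block, and adjusted p = 0.770 with an estimated correlation. Without control replicate 2 or 3 or treated replicate 1 or 4 neither passed without the block (0.0999 to 0.635). Of 36 TGF-beta target genes, 12 and 11 fell and 0 rose (22 and 16 fell and 1 and 2 rose adjusted over the list alone), with camera adjusted p = 6.70e-06 and 6.62e-04 (0.770 with an estimated correlation, and 0.158 for anti-miR-324-5p without control replicate 2). With the mimic 3 rose and 2 fell (0.910). In the blocked test FBN1 was lost with anti-miR-186 without replicate 2 (adjusted p = 0.0847) and with anti-miR-324-5p without replicate 3 (0.0612), and MFAP4 with anti-miR-186 without replicate 1, 2 or 4 and with anti-miR-324-5p without replicate 1 (0.0525 to 0.0947).

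Interferon-stimulated genes were lower. OAS2, an antiviral synthetase, fell from 11.4 ± 4.89 to 5.15 ± 1.87 CPM with the mimic (log2 change -1.15, SE 0.22), MX2 by -0.74 with the mimic and -0.59 with anti-miR-324-5p, and XAF1 by -0.75 with anti-miR-324-5p. Of 44 genes 4, 0 and 3 fell with the 3 treatments and 0 rose (11, 0 and 7 adjusted over the list alone), with camera adjusted p = 9.94e-08, 0.00524 and 2.08e-06 (adjusted p = 0.770 with an estimated correlation). Anti-miR-186 lost the call without control replicate 2 (0.100) or anti-miR-186 replicate 1 (0.0562) or 3 (0.250). SAA1, an acute phase protein of fat tissue, rose from 19.8 ± 13.5 to 40.6 ± 30.6 CPM with the mimic (log2 change 1.02, SE 0.11). Of 38 acute phase and NF-kB targets 5 rose and 0 fell with the mimic (12 and 0 adjusted over the list alone, camera adjusted p = 0.0165, 0.821 with an estimated correlation), and the call was lost without control replicate 3 (0.216) or 4 (0.209) or mimic replicate 2 (0.688). Of these 38, 1 and 1 rose and 3 and 2 fell with the anti-miRs (0.381 and 0.625, and 0.0367 with anti-miR-186 without anti-miR-186 replicate 2). OAS2, MX2 and XAF1 were each lost in the blocked test without replicate 2 or 3 (adjusted p from 0.0695 to 0.184), and XAF1 and MX2 with anti-miR-324-5p without replicate 1 (0.0755 and 0.0566).

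Fat metabolism lists rose with the anti-miRs. By camera, adjusted p was 6.44e-06 and 3.47e-06 for 24 cholesterol synthesis genes (1 and 0 rose, 16 and 16 adjusted over the list alone), 8.19e-05 and 6.81e-04 for 32 lipogenesis genes (2 and 1 rose, 1 and 1 fell, 13 and 5 rose adjusted over the list alone) and 8.19e-05 and 1.27e-04 for 31 lipid droplet genes (3 and 2 rose, 7 and 8 adjusted over the list alone). All were at 0.770 or 0.779 with an estimated correlation, and without control replicate 2 lipogenesis (0.401 and 0.8004) and lipid droplets (0.0678 and 0.0886) were lost, as was lipogenesis without anti-miR-324-5p replicate 1 (0.141). With the mimic these lists were at 0.900, 0.628 and 0.135. Camera called lipid droplets with the mimic without mimic replicate 2 (2.44e-05) or control replicate 1 (0.00827) or 4 (0.0206). Of 70 cytokine genes 11 and 11 fell and 0 rose with the anti-miRs (18 and 17 fell adjusted over the list alone, adjusted p = 8.43e-04 and 0.00175, 0.770 with an estimated correlation, and 0.263 and 0.401 without control replicate 2), among them IL4R by -0.78 and -0.62. IL4R was lost in the blocked test with anti-miR-186 without replicate 2 (0.0726) and with anti-miR-324-5p without replicate 2 or 3 (0.0858 and 0.0867).

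Camera also called, with the mimic, 26 genes of the unfolded protein response as higher (adjusted p = 5.89e-04, 0.0549 without control replicate 4 and 0.339 without mimic replicate 2), 9 endothelial markers as higher (0.0165, FLT1 and EGFL7 rose with the block but not without replicate 2, 3 or 4, at 0.0525 to 0.144), 77 oxidative phosphorylation genes as higher (0.00505, 1 gene rose with the block) and 74 ribosomal protein genes as lower (0.0280, 0 genes called with the block). All were at 0.770 to 0.926 with an estimated correlation. Oxidative phosphorylation lost this call without control replicate 2 or mimic replicate 1 or 4 (0.0882, 0.904 and 0.185), and ribosomal proteins without control replicate 2, 3 or 4 or mimic replicate 4 (0.108 to 0.994). With anti-miR-186 it called 32 preadipocyte markers as lower (0.0348, 6 fell with the block), lost without control replicate 2 or 3 or anti-miR-186 replicate 1 or 4 (0.0860 to 0.721), and at 0.779 with an estimated correlation.

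The other lists were not called without the block. In the order mimic, anti-miR-186 and anti-miR-324-5p, camera adjusted p was 0.227 for collagens with the mimic, 0.0853 and 0.0853 for preadipocyte markers with the mimic and anti-miR-324-5p, 0.625, 0.0500 and 0.140 for beige fat, 0.0853, 0.675 and 0.0853 for the cell cycle, 0.118, 0.134 and 0.0853 for oxidative stress, 0.737, 0.195 and 0.250 for glucocorticoid targets, 0.0853, 0.216 and 0.308 for pericytes, 0.564, 0.971 and 0.890 for mesothelium, 0.930, 0.625 and 0.670 for macrophages and 0.648, 0.628 and 0.443 for miRNA machinery. With the anti-miRs it was 0.971 and 0.699 for the actin cytoskeleton, 0.227 and 0.419 for the hematopoietic list, 0.134 and 0.424 for proteoglycans, 0.0534 and 0.298 for ribosomal proteins, 0.964 and 0.625 for the unfolded protein response, and 0.921 and 0.835 for endothelium. With the mimic it was 0.625 for the TCA cycle, 0.308 for fatty acid degradation, 0.971 for Wnt and 0.758 for Hippo signaling. Without 1 library several of these passed, with a smallest adjusted p of 0.0366 for collagens, 0.00607 for preadipocyte markers, 0.0145 for beige fat, 6.94e-04 for the cell cycle, 0.0273 for oxidative stress, 0.0372 for glucocorticoid targets, 0.0422 for pericytes, 0.0199 for actin, 0.0351 for the hematopoietic list, 0.0120 for proteoglycans, 1.22e-04 for ribosomal proteins, 0.00836 for the unfolded protein response, 5.31e-05 for the TCA cycle, 2.98e-06 for fatty acid degradation and 0.0193 for Hippo signaling. The lymphocyte and erythroid lists had fewer than 3 tested genes. With the block the lists called were 15, 19 and 18 in place of 8, 14 and 13. Called only with it were lipid droplets (0.0216), oxidative stress (0.0104), pericytes (0.0141) and the hematopoietic list (0.00382) as higher and preadipocyte markers (0.0119), the cell cycle (0.00382) and collagens (0.0358) as lower with the mimic, acute phase targets (0.0164), glucocorticoid targets (0.00506), proteoglycans (0.0186) and Wnt signaling (9.66e-04) as lower and beige fat (0.00919) as higher with anti-miR-186, and preadipocyte markers (0.00382), the cell cycle (0.00433), glucocorticoid targets (0.0134) and Wnt signaling (0.00403) as lower and beige fat (0.0164) as higher with anti-miR-324-5p. All of these were lost with an estimated correlation and the block (adjusted p from 0.147 to 0.682), and 10 of them without 1 donor (0.0633 to 0.168).

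ALDOA, whose control knockdown is not among these libraries, changed by log2 0.16, 0.33 and 0.26 with the block (adjusted p = 0.615, 0.117 and 0.205 from edgeR). Direct action on targets was tested over 13611 genes by seed matches. If the mimic repressed its targets, genes with a miR-20a-3p match would be lower than others, and release from miR-186 or miR-324-5p would raise genes with a match. The differences were 9.16e-04, 0.00920 and -0.00468 (log2), and 117 of 200, 38 of 41 and 78 of 200 shuffled seeds gave a lower difference, so that none lay beyond the central 90% of the shuffled seeds. With all UTRs of a gene joined, genes with a miR-20a-3p match were lower with the mimic (-0.00528, rank test within bins of UTR length, n = 13611 genes, p = 0.0136), as repression predicts, but 106 of 200 shuffled seeds gave a lower difference still. A smaller shift is not excluded for any of the 3 miRNAs. RNA taken 12 days after induction may hold few direct effects, which was not tested.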
